# eIF3e-mediated translational checkpoint maintains immune tolerance and prevents lymphoid malignancy

**DOI:** 10.1084/jem.20251968

**Published:** 2026-06-03

**Authors:** Lianghua Lin, Pengda Chen, Jiazhen Wang, Chao Huang, Xinyong Lin, Chenfeng Liu, Kunyu Liao, Jianfeng Wu, Amy Chadburn, Yunjie Zhang, Huilin Song, Chenxi Wang, Zhichen Wan, Jiayi Zhao, Guangyi Cao, Xinming Wang, Liang Yang, Nan Yao, Yazhen Hong, Zhengtao Xiao, Dieter A. Wolf, Wen-Hsien Liu, Changchun Xiao

## Abstract

Translational control is essential for immune function, but its roles in immune tolerance and lymphomagenesis remain poorly defined. Here, we show that *Cγ1*^Cre^-mediated deletion of *Eif3e*, which encodes a subunit of the eIF3 translation initiation complex, in B cells causes lymphoproliferation, malignant transformation of *Eif3e*-sufficient bystander lymphocytes, and premature death. *Eif3e*-deficient B cells upregulate the costimulatory molecule CD80, promoting CD4^+^ T cell activation and differentiation into IL-4–producing T_FH_-like cells. These cells, in turn, activate bystander B cells, increase MHC class II expression, and establish a feedforward loop of *Eif3e* deletion and lymphocyte activation. Despite their hyperactivated state, *Eif3e*-deficient B cells exhibit impaired proliferation, reduced survival, and defective differentiation. This self-amplifying circuit of aberrant B and T cell activation ultimately drives malignant transformation of *Eif3e*-sufficient lymphocytes. Our findings uncover an eIF3e-dependent translational checkpoint that preserves immune homeostasis and restrains lymphomagenesis.

## Introduction

During lymphocyte development, central tolerance mechanisms such as clonal deletion and receptor editing effectively eliminate most newly generated self-reactive B and T cells in the bone marrow and thymus, particularly those expressing antigen receptors with high affinity for self-antigens or self-peptides presented by MHC molecules. However, a substantial proportion of self-reactive lymphocytes escape central tolerance and persist in the periphery. Those cells are normally held in check by multiple peripheral tolerance mechanisms, including anergy and regulatory T (Treg) cell–mediated suppression. Disruption of these regulatory pathways, through aberrant signaling, impaired cytokine production, or defective Treg function, can lead to the breakdown of immune tolerance and the development of autoimmune disease. Although transcriptional, epigenetic, and signaling regulators of immune homeostasis have been extensively studied (Goodnow, 2007; Rawlings et al., 2017; Tanaka et al., 2020), whether translational control directly maintains immune tolerance *in vivo* remains unknown.

eIF3 is the largest and most structurally complex translation initiation factor in mammals, consisting of 13 subunits (eIF3a–m). It serves both as a scaffold that bridges the eIF4F and translation preinitiation complexes and as a regulatory hub for translational control. Beyond its canonical role in cap-dependent initiation, emerging evidence indicates that eIF3 also mediates noncanonical translation initiation via internal ribosome entry sites, m^6^A-modified transcripts, and other cellular context–specific mechanisms. Notably, individual eIF3 subunits have been implicated in specialized regulatory functions (Herrmannová et al., 2024; Hinnebusch, 2006; Lamper et al., 2020; Lee et al., 2015; Morris et al., 2007; Valášek et al., 2017; Wolf et al., 2020). In a recent CRISPR/Cas9-based screen of RNA-binding proteins (RBPs) regulating B cell activation and plasma cell (PC) differentiation, several eIF3 subunits were identified as potential regulators of these processes (Chen et al., 2025). To investigate the physiological roles of eIF3 subunits *in vivo*, we generated mice harboring conditional alleles for the *Eif3e* gene, which encodes a component of the eIF3 complex, and selectively deleted it in B cells. Strikingly, *Cγ1*^Cre^-mediated deletion of *Eif3e* led to spontaneous lymphocyte activation, lymphoid malignancy, and premature death.

## Results and discussions

### B cell–specific deletion of *Eif3e* led to lymphoma development

In our recent CRISPR/Cas9-based screen of RBPs regulating B cell activation and PC differentiation, several eIF3 subunits were identified as potential regulators of these processes (Chen et al., 2025). To investigate the physiological roles of eIF3 subunits *in vivo*, we generated mice harboring conditional alleles for *Eif3a*, *Eif3d*, and *Eif3e* and bred them with *Cγ1*^Cre^ mice, in which Cre recombinase is induced by transcription of the Ig γ1 constant region gene segment and deletes floxed alleles in activated B cells (Casola et al., 2006). *Rosa26-YFP*^LSL^ mice were crossed with those mice to track Cre activation *in vivo* (Srinivas et al., 2001). Colonies of the resulting mice were monitored over lifespan. Mutant mice deficient of *eIF3a* and *3d* (*Eif3a*^fl/fl^*Cγ1*^Cre^ and *Eif3d*^fl/fl^*Cγ1*^Cre^) appeared healthy and fertile over the period of observation (data not shown). Surprisingly, *Eif3e*^fl/fl^*Cγ1*^Cre^ mice started to die at the age of 8 mo. Among a cohort of 25 *Eif3e*^fl/fl^*Cγ1*^Cre^ mice, only 4 survived past 18 mo, while all control (*Eif3e*^fl/+^, *Eif3e*^fl/fl^, or *Cγ1*^Cre^) mice remained alive and healthy (Fig. 1, A and B). We therefore focused on the study of *Eif3e* hereafter.

**Figure 1.**
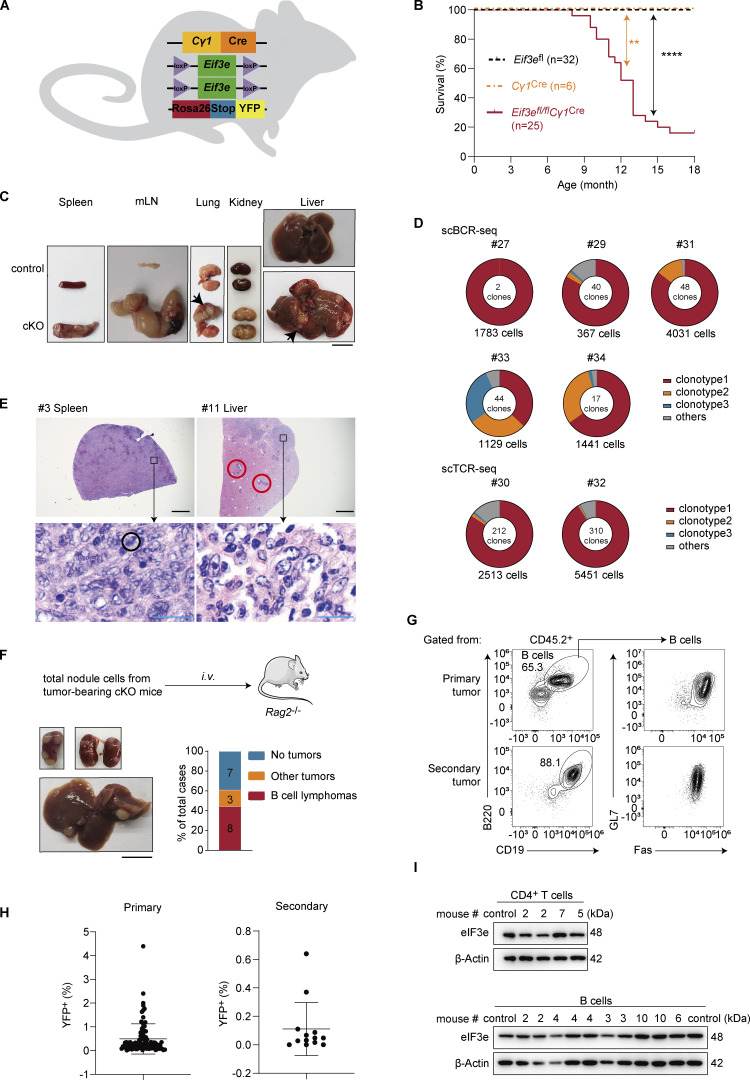
**Mice with B cell–specific deletion of *Eif3e* develop lymphoma. (A)** Schematic depiction of *Eif3e*-conditional knockout mice with YFP reporter (*Eif3e*^fl/fl^*Cγ1*^Cre^*Rosa26-YFP*^LSL^, termed cKO). **(B)** Kaplan–Meier survival curves of *Cγ1*^Cre^ (orange, *n* = 6), *Eif3e*^fl^ (black, *n* = 32), and cKO (red, *n* = 25) mice. **P < 0.01; ****P < 0.0001. Statistical significance is calculated using the log-rank test. **(C)** Splenomegaly, lymphadenopathy, and tumor cell infiltration (arrows) into the lung, kidney, and liver of 10- to 13-mo-old cKO mice. Scale bar, 1 cm. **(D)** Pie chart visualizing the distribution of the top three most enriched clonotypes in seven cKO mice. Six samples were primary tumors from mouse #29 (lung), #30 (liver), #31 (spleen), #32 (spleen), #33 (thymus), and #34 (lung and thymus). One sample was secondary tumor transplanted from primary nodule of mouse #27 (liver). Both the number of cells and clones are displayed. **(E)** Representative H&E staining of tumors in cKO mice. Top panels, low-power views (black scale bars, 1 mm). Bottom panels, high-power views (blue scale bars, 20 μm). **(F)** Tumor transplantation into *Rag2*^−/−^ mice. Upper panel, experimental outline. Lower left, representative photos of secondary tumors in recipient mice. Lower right, stacked bar plot summarizing the types of secondary tumors. Scale bar, 1 cm. **(G)** Flow cytometry analysis of primary and secondary B cell lymphoma in cKO and *Rag2*^−/−^ recipient mice, respectively. **(H)** Percentages of YFP^+^ cells in primary and secondary tumors. **(I)** Immunoblot analysis of eIF3e expression in purified CD4^+^ T and B cells from tumors in cKO mice. Controls were CD4^+^ T (upper panel) and B cells (lower panel) purified from the splenocytes of wild-type mice. H&E, hematoxylin and eosin. Source data are available for this figure: SourceData F1. The #numbers in the figure correspond to the mouse numbers in Table S1.

Sick mice were sacrificed and macroscopically examined. *Eif3e*^fl/fl^*Cγ1*^Cre^ (termed cKO hereafter) mice exhibited splenomegaly and lymphadenopathy, often accompanied by multiple white nodules in the liver, lung, and thymus, and rarely in the kidney (Fig. 1 C and Table S1). Individual white nodules were excised and analyzed by flow cytometry. They were enriched with lymphocytes, mainly B and CD4^+^ T cells (Table S1). To analyze the clonality of lymphocytes from white nodules, we performed single-cell B cell receptor (BCR)/T cell receptor (TCR)-sequencing analysis of samples from seven cKO mice. All seven mice exhibited dominant B or T cell clonal expansion within the nodules (Fig. 1 D and Table S2), suggesting development of lymphomas.

Histopathological examination of diseased organs from seven cKO mice revealed common features of aggressive lymphoid neoplasia (Fig. 1 E and Table S3). Affected tissues showed dense infiltration by neoplastic lymphoid cells, often with marked effacement and distortion of normal tissue architecture. The infiltrates were variable in size and distribution and consisted of heterogeneous lymphoid populations, including small lymphocytes with condensed chromatin and larger transformed cells with open chromatin and prominent nucleoli. Mitotic figures were frequently observed, indicating high proliferative activity. Apoptotic debris and tingible body macrophages were also present in some cases, consistent with spontaneous cell death (Ito et al., 1999). In certain tissues, infiltrates were associated with vascular structures and extended to distort surrounding parenchyma. Together, these findings indicate that cKO mice develop highly infiltrative, histologically heterogeneous, and aggressive lymphoid tumors across multiple organs.

Mouse lymphoma cells differ from wild-type lymphocytes in their capacity to propagate disease upon transplantation into healthy mice. To determine whether cKO lymphoma cells are able to propagate disease, we transplanted total tumor cells from 18 tumor-bearing cKO mice into immunodeficient *Rag2*^−/−^ mice (Fig. 1 F). Among the 18 cases transplanted, 11 were able to establish secondary tumors in *Rag2*^−/−^ mice. Among secondary tumors, 8 were enriched with B cells that were mostly Fas^+^GL7^+^ (Table S4 and Fig. 1 G). Enrichment of B or T cells was not found in the other 3 cases. We termed those tumors enriched with non-B/non-T immune cells as other tumors. Moreover, when primary tumor cells from different involved organs of the same sick animal were transplanted into different *Rag2*^−/−^ mice, they grew into secondary tumors of the same phenotype (Table S1).

Surprisingly, all B and CD4^+^ T cells in primary and secondary tumors were negative for YFP and expressed normal amounts of eIF3e proteins (Fig. 1, H and I). Taken together, these findings suggest that eIF3e-sufficient lymphocytes unexpectedly underwent malignant transformation, developed into lymphomas, and caused premature death of cKO mice.

### *Eif3e* deficiency caused a lymphoproliferative disorder

We then analyzed cKO mice at different ages to investigate how *Eif3e* deletion in activated B cells led to malignant transformation of eIF3e-sufficient lymphocytes. At young ages, cKO mice were healthy and fertile. cKO mice exhibited slightly enlarged spleen and lymph nodes at 8 wk, and obvious splenomegaly and lymphadenopathy were observed at 16 wk or older (Fig. 2 A). The numbers of CD4^+^ and other immune cells in the spleen started to increase at 12 wk, while the numbers of splenic B cells and CD8^+^ T cells remained similar to age-matched control mice (Fig. 2 B and Fig. S1 A).

**Figure 2.**
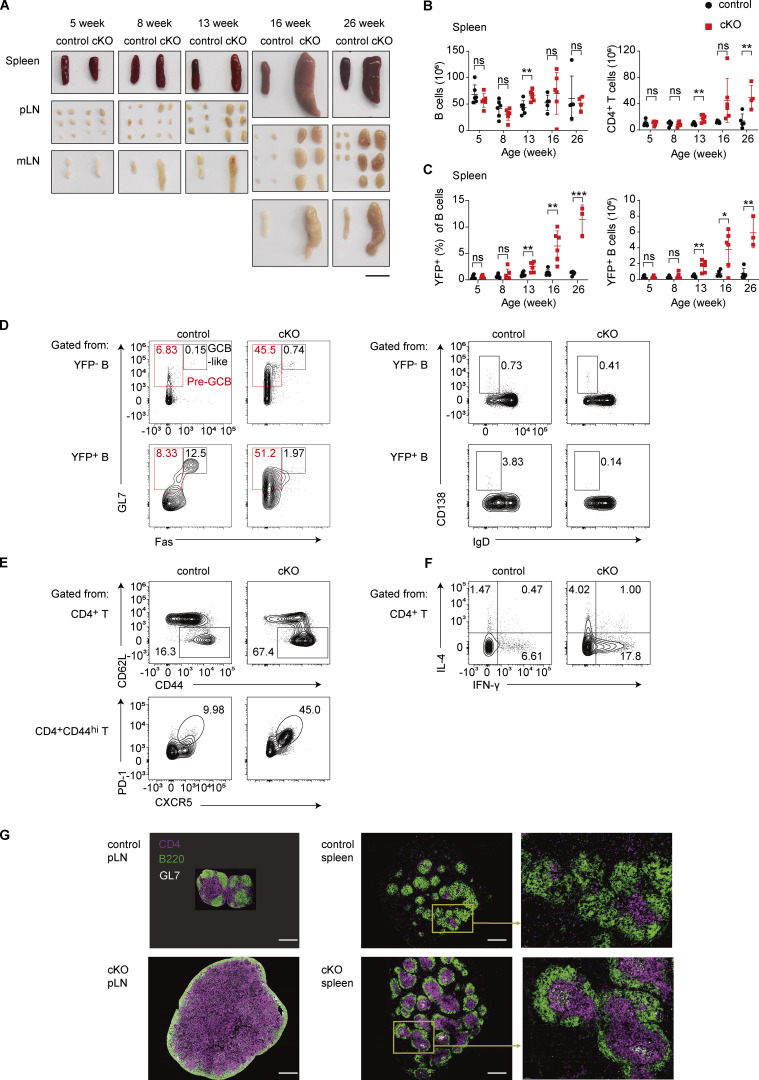
***Eif3e* deficiency causes lymphoproliferation. (A)** Representative photos of the spleens, pLNs, and mLNs from control (*Cγ1*^Cre^*Rosa26-YFP*^LSL^) and cKO (*Eif3e*^fl/fl^*Cγ1*^Cre^*Rosa26-YFP*^LSL^) mice at indicated ages. Scale bar, 1 cm. **(B and C)** Numbers of B and CD4^+^ T cells (B), and percentage and number of YFP^+^ B cells (C) in the spleen of control and cKO mice at indicated ages. Each symbol represents an individual mouse. Small horizontal lines indicate the mean (±SD). ns, not significant, P > 0.05; *P < 0.05; **P < 0.01; ***P < 0.001, determined by two-tailed unpaired Student’s *t* test. **(D–F)** Flow cytometry analysis of B and CD4^+^ T cells in the spleen of 16-wk-old control and cKO mice. **(G)** Immunofluorescence analysis of pLN and spleen from 16-wk-old control and cKO mice. Scale bars, 500 μm. Two (A–F) and three (G) independent experiments were performed. pLNs, peripheral lymph nodes; mLNs, mesenteric lymph nodes.

**Figure S1.**
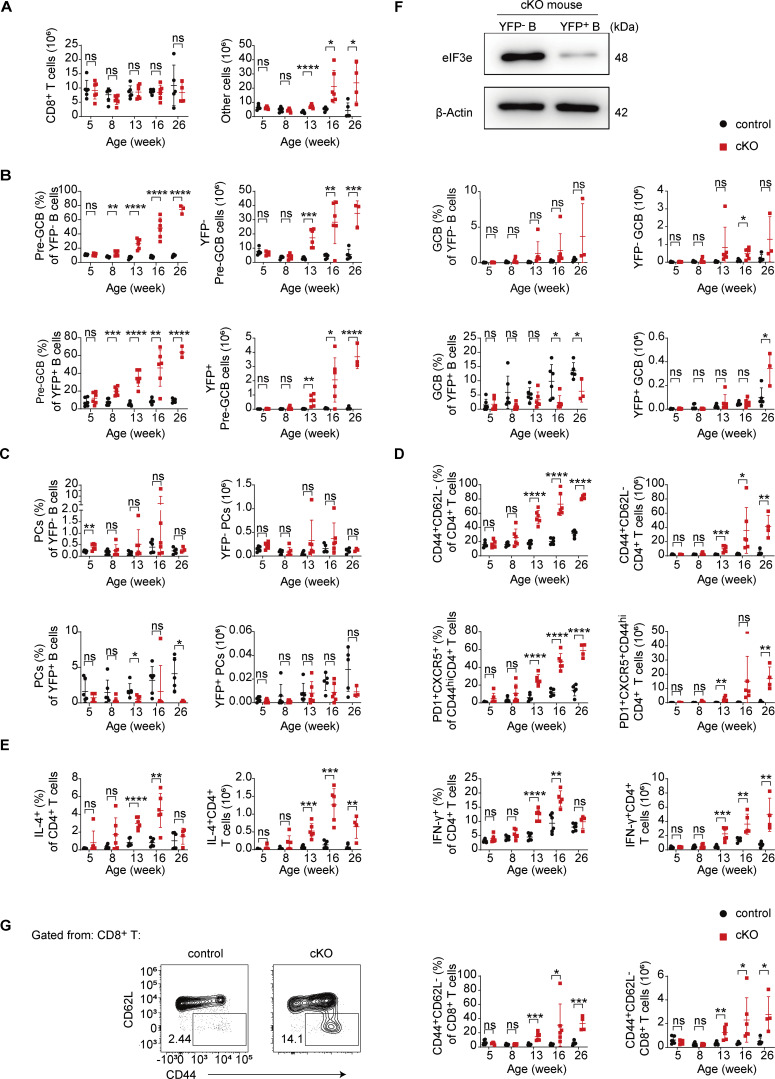
**Percentage, number, and activation status of T and B cells in cKO mice. (A–E)** Percentage and number of T, B, and other immune cell subsets in the spleen of control and cKO mice at indicated ages. **(F)** Immunoblot analysis of eIF3e expression in YFP^−^ and YFP^+^ B cells from 8-mo-old cKO mice. **(G)** Flow cytometry analysis of CD8^+^ T cells in the spleen of 16-wk-old control and cKO mice. Left: Representative FACS plots. Right: Number and percentage of indicated T cell populations. Each symbol represents an individual mouse. Small horizontal lines indicate the mean (±SD). ns, not significant, P > 0.05; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001, determined by two-tailed unpaired Student’s *t* test. Two independent experiments (A–G) were performed. Source data are available for this figure: SourceData FS1.

Consistent with previous reports (Srinivas et al., 2001), *Cγ1*^Cre^-mediated deletion occurred only in a small number of B cells in the spleen of young cKO and control mice (Fig. 2 C). Immunoblot analysis of YFP^+^ B cells from cKO mice confirmed deletion of *Eif3e* in these cells (Fig. S1 F). Notably, the percentage and number of YFP^+^ B cells increased over time in cKO mice, indicating *Eif3e*-deficient B cells gained a competitive advantage or more naïve B cells became activated and turned on *Cγ1*^Cre^ expression (Fig. 2 C). In 16-wk-old or older cKO mice, both YFP^+^ and YFP^−^ B cells showed elevated expression of GL7, a marker for B cell activation (Cervenak et al., 2001). While YFP^+^ B cells differentiated into GL7^+^Fas^+^ GCB-like and CD138^+^ PCs in control mice, YFP^+^ B cells in cKO mice remained GL7^+^, with few of them upregulating Fas expression, suggesting that they were retained at the pre-GCB stage (GL7^+^Fas^−^) (Fig. 2 D; and Fig. S1, B and C). CD4^+^ T cells underwent significant expansion in cKO mice, accompanied by enhanced activation and differentiation into PD-1^+^CXCR5^+^ T_FH_-like cells, as well as increased production of IL-4 and IFN-*γ* (Fig. 2, B, E, and F; and Fig. S1, D and E). CD8^+^ T cells were not expanded in number but showed moderately increased activation in cKO mice (Fig. S1, A and G).

Immunofluorescence staining of the spleen and lymph nodes of 16-wk-old cKO mice showed drastic expansion of CD4^+^ T cell zones, pushing B cells to the periphery of lymphoid follicles. GL7^+^ cells were present in the CD4^+^ T cell zones of the spleen and at the T–B borders in lymph nodes (Fig. 2 G). Different from the disrupted follicular structures and random mixtures of B and T cells often observed in autoimmune mouse models (Xiao et al., 2008), the T–B borders remained clearly demarcated in cKO mice (Fig. 2 G). Together, these results demonstrate that *Cγ1*^Cre^-mediated deletion of *Eif3e* in activated B cells led to systemic activation of both B and T cells, resulting in a lymphoproliferative disorder at a relatively young age.

### A feedforward loop of T–B interaction drives lymphoproliferation in *Eif3e*-deficient mice

To gain insights into the cellular mechanisms underlying the lymphoproliferative disorder developed in cKO mice, we performed single-cell RNA-sequencing (scRNA-seq) analysis of YFP^+^ and total splenocytes from cKO and control mice at the age of 2 mo (Fig. 3 A), when lymphocyte activation and proliferation had not yet become obvious (Fig. 2, A and B; and Fig. S1). After pooling two biological replicates of scRNA-seq data, the following numbers of cells were obtained for analysis: control total (21,127), cKO total (21,058), control YFP^+^ (20,928), and cKO YFP^+^ (20,595). The major lymphocyte populations were clustered, and their fractions in each sample were calculated (Fig. S2 A). There were no obvious differences between total cells from control and cKO mice (termed control total and cKO total, respectively). YFP^+^ cells were further clustered into different B cell subsets. An increase in the fractions of naïve B and pre-GC cells was observed among cKO YFP^+^ cells, accompanied by a decrease in the fraction of GCB cells and near absence of plasma cells (PCs, Fig. 3 B), suggesting impaired differentiation of *Eif3e*-deficient B cells at the pre-GCB-to-GCB transition, which exacerbated at the GCB-to-PC transition. This is consistent with previous flow cytometry and immunofluorescence analyses of the spleen of 16-wk-old cKO mice (Fig. 2, D and G). We performed gene set enrichment analysis (GSEA) of differentially expressed genes (DEGs) in YFP^+^ B cell subpopulations utilizing KEGG pathways. Interestingly, “antigen processing and presentation” was exclusively enriched in naïve B, pre-GCB, and PCs among YFP^+^ cKO cells (Fig. 3 C and Fig. S2 B). Among the top-ranked DEGs were genes of the MHC II pathway (Fig. S2 C). Elevated surface expression of MHC II on YFP^+^ B cells of cKO mice was confirmed by flow cytometry (Fig. 3 D and Fig. S2 D).

**Figure 3.**
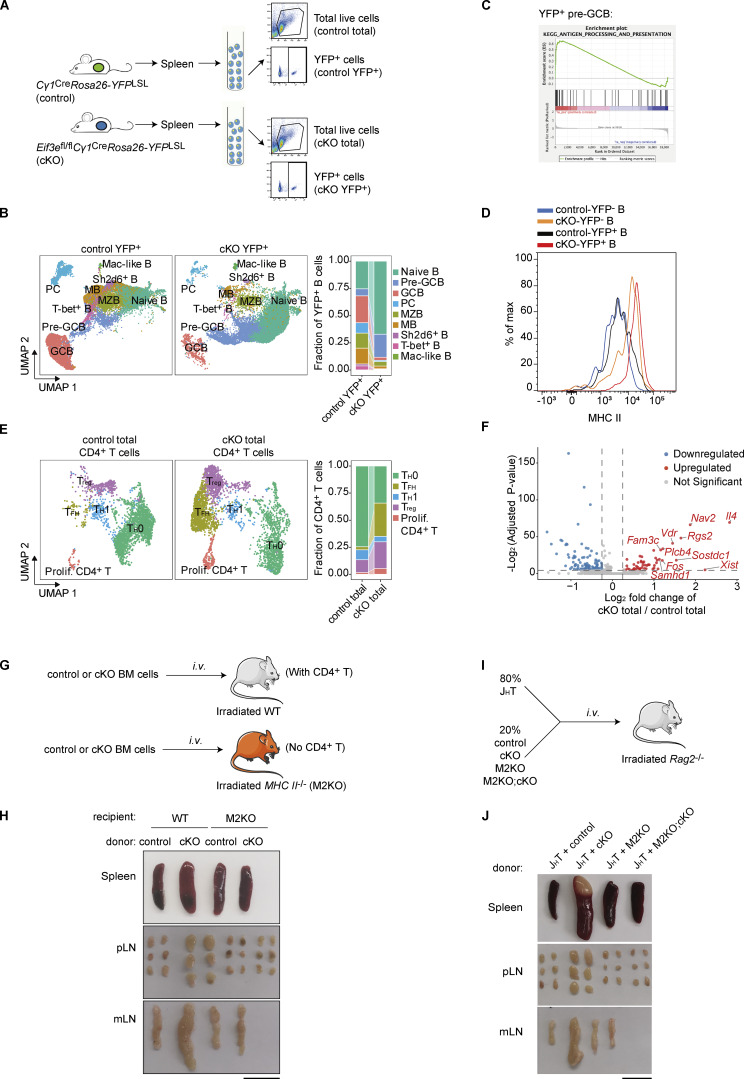
***Eif3e* deficiency initiates a feedforward loop of T–B interaction and lymphocyte activation. (A)** Experimental outline for scRNA-seq analysis of total and YFP^+^ cells in the spleen of 2-mo-old control and cKO mice. **(B)** UMAP clustering analysis of B cell subpopulations in control and cKO YFP^+^ samples. A stacked bar plot summarizes fractions of each B cell subpopulation. **(C)** GSEA of top DEGs in cKO vs. control YFP^+^ pre-GCB cells. **(D)** Flow cytometry histogram showing MHC II intensity on YFP^−^ and YFP^+^ B cells from 12-wk-old control and cKO mice. **(E)** UMAP clustering analysis of subpopulations of CD4^+^ T cells in control and cKO total samples. A stacked bar plot summarizes fractions of each CD4^+^ T cell subpopulation. **(F)** Volcano plot showing DEGs in the T_FH_ cell subpopulations of cKO versus control total cells. The cutoff was set at P <0.05 and absolute log2FC >0.25. **(G–J)** Functional analysis of CD4^+^ T cells and B cell expression of MHC II in the development of lymphoproliferation disorder in cKO mice. **(G and I)** Experimental outline for generation of bone marrow chimeras without CD4^+^ T cells (G) or B cell–specific deletion of MHC II (I). **(H and J)** Representative photos of spleens, pLNs, and mLNs from indicated chimeras at 3 mo after reconstitution. Scale bars, 1 cm. scRNA-seq data (B, C, E, and F) from two independent biological replicates were merged for analysis. Data (D, H, and J) are representative of two independent experiments. pLNs, peripheral lymph nodes; mLNs, mesenteric lymph nodes.

**Figure S2.**
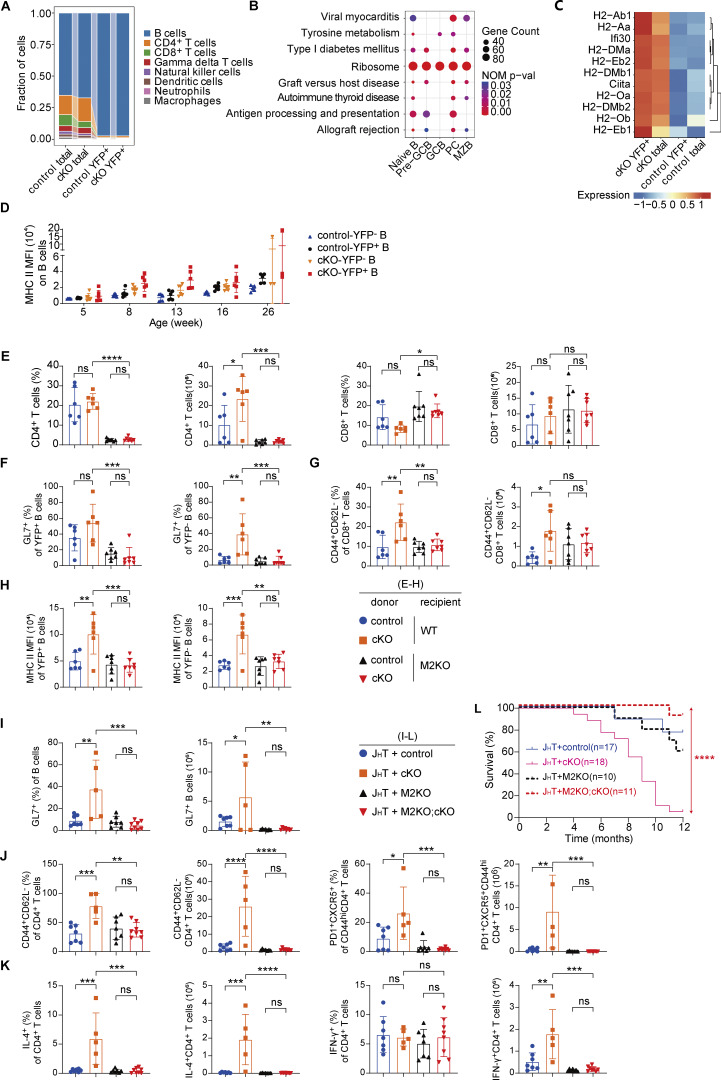
**scRNA-seq and functional analyses reveal that the cKO phenotype relies on CD4** ^**+**^ **T cell interactions via MHC II. (A)** Stacked bar plot summarizes fractions of main cell populations across four experimental groups: control total, cKO total, control YFP^+^, and cKO YFP^+^ samples in Fig. 3 A. **(B)** Bubble plot showing the top-ranked KEGG enriched terms among upregulated genes in main B cell subpopulations, based on GSEA comparing cKO and control YFP^+^ cells. The bubble size represents gene count of the enriched gene set, and color indicates the normalized P value. **(C)** Heatmap plot depicting RNA expression of the top-ranked DEGs in antigen processing and presentation pathway in cKO and control pre-GCB cells. The RNA expression level of each gene is normalized. **(D)** Statistical analysis of mean fluorescence intensity of MHC II expression on various B cell populations in control and cKO mice at indicated ages. **(E–H)** Flow cytometry analysis of splenocytes (E), B cells (F), CD8^+^ T cells (G), and MHC II expression on YFP^+^ and YFP^−^ B cells (H) in the spleen of bone marrow chimeras in Fig. 3 G. Shown are bar graphs summarizing percentages and numbers of indicated cell populations. **(I–L)** Flow cytometry analysis of B (I) and CD4^+^ T cells (J and K) in the spleen of bone marrow chimeras in Fig. 3 I. Shown are bar graphs summarizing percentages and numbers of indicated cell populations. **(L)** Kaplan–Meier survival curves of bone marrow chimeras in Fig. 3 I. Each symbol represents an individual mouse. Small horizontal lines indicate the mean (±SD). Statistical significance is calculated using either one-way ANOVA followed by Tukey’s multiple-comparisons test (E–K) or the log-rank test (L). ns, not significant, P > 0.05; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. scRNA-seq data (A–C) from two independent biological replicates were merged for analysis. Two independent experiments (D–L) were performed.

Previous studies have shown that elevated MHC II expression on B cells promotes antigen presentation to and cognate interaction with CD4^+^ T cells. We speculated that *Eif3e*-deficient B cells gained a competitive advantage in interacting with CD4^+^ T cells and directing their differentiation into T_FH_ cells (Schwickert et al., 2011; Yeh et al., 2022). Indeed, a drastic increase in the fraction of T_FH_ cells was observed among CD4^+^ T cells from cKO mice (Fig. 3 E), consistent with previous flow cytometry analysis (Fig. 2 E). Further analysis of transcriptomes of T_FH_ cells from control and cKO mice revealed a significant increase in IL-4, but not IFN-γ, mRNA levels in T_FH_ cells from cKO mice (Fig. 3 F and Table S5). This suggests that YFP^+^ B cells initially direct CD4^+^ T cells toward an IL-4–producing phenotype, while the high expression of IFN-γ observed in cKO mice after 12 wk of age could be a consequence of immune dysregulation (Hodge et al., 2014). IL-4 is a cytokine with pleiotropic activity in the immune system. It promotes B cell activation, proliferation, survival, and class switch to IgG1 and IgE, and upregulates MHC II and CD23 expression (Erb et al., 1994; Erb et al., 1997; Granato et al., 2014). Elevated IL-4 expression by CD4^+^ T cells may cause spontaneous activation of and aberrant MHC II upregulation on YFP^−^ B cells in cKO mice (Fig. 2 D; Fig. 3 D; Fig. S1, B and C; and Fig. S2 C). We speculate that *Eif3e*-deficient B cells promote cognate T–B interactions, leading to IL-4 secretion by those T_FH_-like cells and activation of bystander B cells, which further induce *Cγ1*^*Cre*^ expression and trigger additional rounds of *Eif3e* deletion. This creates a self-sustaining feedforward loop of aberrant activation of *Eif3e*-sufficient B and T cells that ultimately culminates in a lymphoproliferative disorder and, in some cases, the development of lymphoma.

To investigate the role of CD4^+^ T cells in this feedforward loop of lymphocyte activation in cKO mice, we generated mixed bone marrow chimeras by transferring control or cKO bone marrow cells into irradiated wild-type or *MHC II*^−/−^ mice (termed M2KO hereafter, Fig. 3 G). As MHC II expression in the thymus is essential for the development of CD4^+^ T cells (Grusby et al., 1991), all M2KO recipients failed to generate this T cell subset after bone marrow reconstitution (Fig. S2 E). Microscopic examination of lymphoid organs from chimeras 3 mo after reconstitution showed that all wild-type recipients reconstituted with cKO bone marrow cells developed splenomegaly and lymphadenopathy, whereas none of the M2KO recipients did (Fig. 3 H). A large population of GL7^+^ B cells were present in the former group, but absent in the latter (Fig. S2 F). Enhanced activation of CD8^+^ T cells was also absent in M2KO chimeras (Fig. S2 G). Notably, MHC II expression on YFP^+^ and YFP^−^ B cells was brought back to normal levels in the M2KO chimeras reconstituted with cKO bone marrow cells, demonstrating a critical role of CD4^+^ T cells in mediating MHC II upregulation on cKO B cells (Fig. S2 H).

We next assessed the role of MHC II expression on *Eif3e*-deficient B cells in the development of the lymphoproliferative disorder in cKO mice. Toward this goal, we bred cKO with M2KO mice (termed M2KO;cKO hereafter) and then generated bone marrow chimeras by reconstituting *Rag2*^*−/−*^ mice with a mix of bone marrow cells from J_H_T (80%) and control, cKO, M2KO, or M2KO;cKO mice (20%) (Fig. 3 I). J_H_T mice fail to produce functional B cells (Gu et al., 1993). Therefore, all B cells in the resulting chimeras originated from the other donor bone marrow cells, whereas the majority of other immune cells originated from J_H_T mice and were wild-type. Accordingly, MHC II deficiency was restricted exclusively to B cells in chimeras reconstituted with J_H_T and M2KO or M2KO;cKO bone marrow cells. Splenomegaly and lymphadenopathy were observed in chimeras reconstituted with J_H_T and cKO bone marrow cells, but not in any other chimeras (Fig. 3 J). The accumulation of GL7^+^ B cells and T_FH_-like CD4^+^ T cells, as well as excessive production of IL-4, was absent in the chimeras reconstituted with J_H_T and M2KO;cKO bone marrow cells (Fig. S2, I–K). Importantly, the absence of MHC II expression on B cells also prevented premature death of chimeras reconstituted with J_H_T and M2KO;cKO bone marrow cells (Fig. S2 L). Taken together, these results demonstrate the critical importance of B cell expression of MHC II and CD4^+^ T cells in the development of lymphoproliferative diseases in cKO mice.

### eIF3e represses costimulatory molecule expression

We next utilized an *in vitro* culture system of B cell activation and differentiation to elucidate the cellular and molecular mechanisms underlying eIF3e functions. Naïve B cells from control and cKO mice were cocultured with 40LB cells (BALB/c 3T3 cells stably expressing CD40L and BAFF). In the presence of IL-4, naïve B cells were activated, underwent extensive proliferation, and differentiated into *in vitro* germinal center B cells (iGCBs) (GL7^+^Fas^+^Bcl6^+^) (Fig. 4 A) (Nojima et al., 2011). As shown in Fig. 4 B and Fig. S3 A, *Cγ1*^Cre^-mediated deletion initiated a decrease in eIF3e protein levels in cKO B cells at day 2 and the depletion became obvious at days 3 and 4. YFP reporter expression also indicated an increase in Cre activity over time in this system (Fig. S3 B), suggesting the effect caused by eIF3e depletion occurred primarily at days 3 and 4. We then performed time course experiments to compare cell proliferation and death of control and cKO B cells. While control B cells expanded drastically at days 3 and 4, cKO B cells showed only slight expansion (Fig. 4 C), likely due to impaired proliferation and increased death (Fig. 4, D and E; and Fig. S3 C). These results demonstrated that eIF3e is required for B cell survival and proliferation.

**Figure 4.**
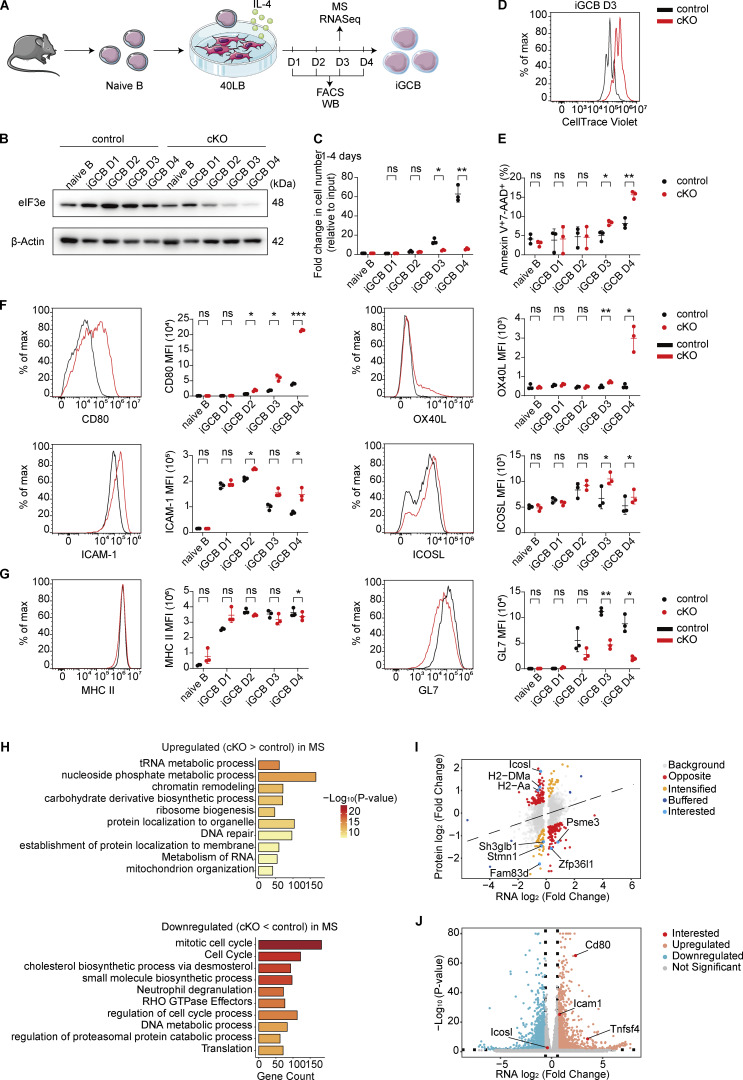
**eIF3e represses expression of costimulatory and adhesion molecules in B cells. (A)** Experimental outline for B cell *in vitro* activation assay. The *in vitro* activated B cells were sorted for RNA-seq, WB, and flow cytometry analysis (FACS). **(B–E)** Analysis of eIF3e expression (B), cell proliferation (C), and death (E) at indicated time points. Cell proliferation was calculated by dividing the number of activated cells by the number of input cells. **(D)** CellTrace Violet intensity assay of cell proliferation. Naïve B cells were labeled with CellTrace Violet, cultured in the *in vitro* activation system in A for 3 days, and analyzed by flow cytometry for CellTrace Violet intensity. **(F and G)** Flow cytometry analysis of cell surface proteins at indicated time points. Representative FACS histograms (also shown in Fig. S3 D, column 4) and statistical analyses of MFI are shown. **(H)** Metascape analysis of genes upregulated (top) and downregulated (bottom) at the protein level in eIF3e-deficient day 3 iGCBs relative to control, as determined by LC-MS/MS (Q <0.05 and |AVG.Log_2_.Ratio| >0.3). **(I)** Scatter plots showing log2FCs in protein and RNA expression levels in eIF3e-deficient B cells relative to control at iGCB day 3. The 343 highlighted genes exhibit altered translation efficiency, with interested targets marked by gene names. These 343 translationally regulated genes were classified into distinct functional categories: Opposite (RNA and protein abundance changed in biologically opposing directions), Intensified (protein FC exceeded RNA log2(FC) by >0.5 log_2_ units), and Buffered (log_2_(FC) in protein response was blunted by >0.5 compared with the RNA shift). **(J)** Volcano plot showing DEGs (|FC| >1.5, adjusted P <0.05) identified by RNA-seq in cKO versus control B cells cultured in the *in vitro* activation system in A for 3 days. Statistical analysis of cell proliferation (C), cell death (E), and MFI (F and G) was performed using paired two-tailed Student’s *t* test for the control and cKO CD19^+^ iGCBs. ns, not significant, P > 0.05; *P < 0.05; **P < 0.01; ***P < 0.001. Each dot represents one mouse. Three independent experiments (B–G) or three biological replicates (H–J) were performed. WB, western blot; MFI, mean fluorescence intensity. Source data are available for this figure: SourceData F4.

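At the cutoffs of Fig. 4 J, 1378 genes were higher and 1415 genes were lower in cKO than in control iGCBs, which is 21% of the genes tested. Without the fold change cutoff, 3204 genes were higher and 3264 genes were lower. Of the 2793 genes past both cutoffs, 2758 had no overlap between the 3 cKO and the 3 control libraries, and 58.7% of all tested genes had none, where chance gives 10%. The alternative that moved these numbers most among those that kept a fold change cutoff was a test that the change itself exceeds 1.5-fold, which left 584 higher and 580 lower genes. Among genes with at least 10 CPM on average, no overlap between groups and both cutoffs passed, the largest increases were those of *Tnfsf4*, *Cacna1a*, *Cd80*, *Bmp1* and *Fam212b*. *Cacna1a* rose from 3.28 ± 0.448 to 18.4 ± 3.18 CPM (SD, n = 3 each) and *Bmp1* from 13.0 ± 0.98 to 61.9 ± 7.92 CPM (SD, n = 3 each). *Fam212b* had a log2 fold change of 2.23 (standard error 0.145, adjusted p = 2.55e-06 from edgeR's quasi-likelihood test). The largest decreases were those of *Gm5424*, *Trib3*, *Jchain*, *Osgin1* and *Gcsam*. *Trib3* fell from 28.2 ± 1.73 to 1.73 ± 0.64 CPM and *Jchain* from 116 ± 27.0 to 7.25 ± 2.33 CPM (SD, n = 3 each). *Gm5424* is annotated as a processed pseudogene, whose reads can be shared with its parent gene. Its log2 fold change was −4.42 (standard error 0.955, adjusted p = 0.00333) from edgeR's quasi-likelihood test and −4.38 (standard error 2.68, adjusted p = 0.19) from DESeq2. *Gm5424* had 0, 0 and 144 counts in cKO replicates 1, 2 and 3. Its log2 fold change ranged from −13 to −3.82 with each library left out in turn.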

**Figure S3.**
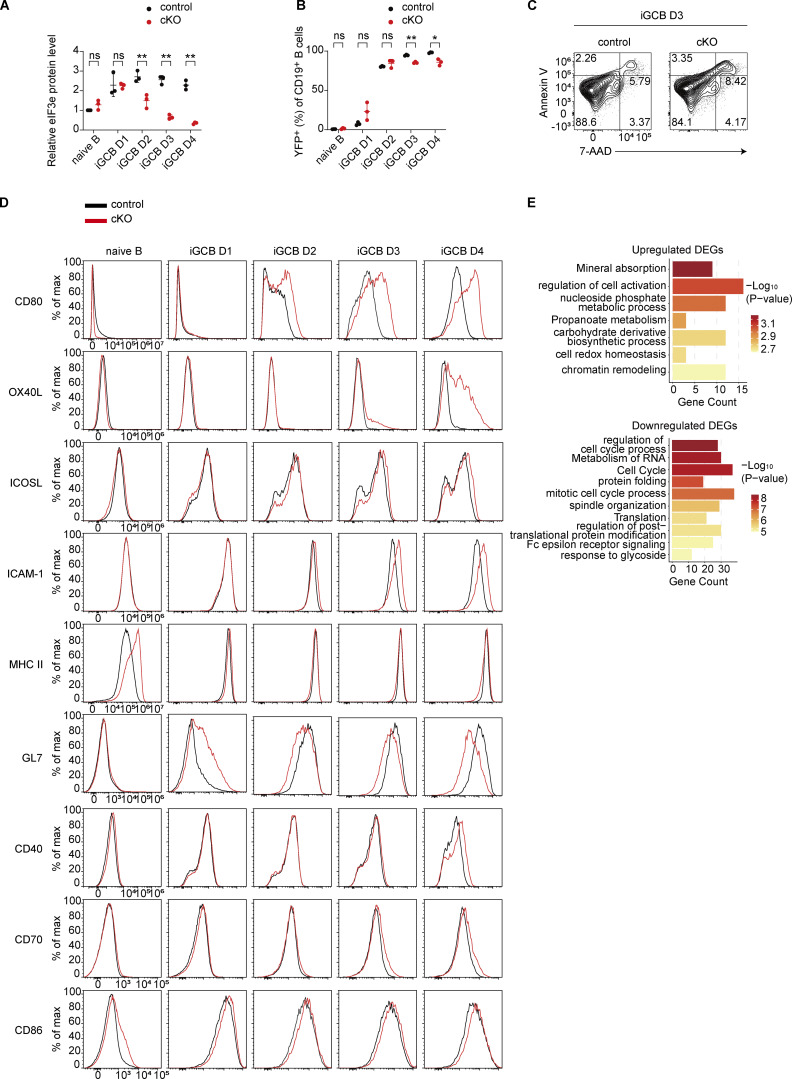
**Analysis of cKO B cells upon *in vitro* activation. (A–D)** Statistical analyses of the eIF3e protein level (A), percentage of YFP^+^ cells (B), FACS analysis of cell death (C), and cell surface protein expression (D) in control and cKO B cells at indicated time points of *in vitro* activation (Fig. 4 A). The representative FACS histograms in panel D (column 4) for the iGCB day 3 time point are also shown in Fig. 4, F and G. Each symbol in A and B represents an individual mouse. Small horizontal lines indicate the mean (±SD). Statistical significance is calculated using paired two-tailed Student’s *t* test (A and B). ns, not significant, P > 0.05; *P < 0.05; **P < 0.01. Three independent experiments (A–D) were performed. **(E)** Metascape analysis of genes highlighted in Fig. 4 I with upregulated (top) and downregulated (bottom) translation efficiency. Source data are available for this figure: SourceData FS3.

It is well known that costimulatory and adhesion molecules play important roles in promoting T–B interactions. We investigated the expression of costimulatory and adhesion molecules on cKO B cells. As shown in Fig. 4 F and Fig. S3 D, cKO B cells exhibited much elevated expression of costimulatory molecules CD80, OX40L, and, to a lesser degree, ICOSL (Du et al., 2024; Good-Jacobson et al., 2012; Liu et al., 2015; O'Neill et al., 2007). ICAM-1, an adhesion molecule that promotes B cell interactions with T_FH_ cells, was also upregulated in cKO B cells (Zaretsky et al., 2017). Importantly, upregulation of MHC II and GL7 was not observed in these cKO B cells (Fig. 4 G), suggesting that their upregulation *in vivo* was an indirect consequence of B cell activation. Indeed, cKO B cells did not exhibit upregulation of MHC II and GL7 in the bone marrow chimeras without CD4^+^ T cells (Fig. S2, F and H).

Day 3 control and cKO iGCBs were further analyzed by RNA-seq and LC-MS/MS. 

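RNA-seq was performed on iGCBs from 3 cKO mice and 3 control mice. iGCBs are in vitro germinal center B cells, obtained by culturing naïve B cells on 40LB feeder cells, a BALB/c 3T3 line that expresses CD40L and BAFF, with IL-4 at 1 ng/ml. The feeder cells were irradiated at 120 Gy. YFP+ cells, which carry the Cre reporter, were sorted on day 3. The authors aligned trimmed reads with Hisat2, quantified them with StringTie and wrote estimated counts per gene and per transcript with StringTie's prepDE script, one column per mouse and without normalization. The estimated counts are whole numbers already, so rounding changed nothing. The total was 45178770, 45504570 and 42007000 counts in cKO replicates 1, 2 and 3, with a median of 45178770, and 45275261, 39079582 and 41457994 counts in control replicates 1, 2 and 3, with a median of 41457994. Because prepDE converts coverage to counts with a read length setting, these totals are not numbers of sequenced fragments. Of the 24499 genes in the table, 13296 passed edgeR's filterByExpr and were tested with edgeR's quasi-likelihood test after TMM normalization, without a covariate. Values are given as CPM, which are counts scaled to library size with the TMM factors, and adjusted p-values are by Benjamini-Hochberg. The correlation of log2 CPM across genes, which are not independent replicates, ranged from 0.977 to 0.982 between libraries of the same group and from 0.953 to 0.961 between libraries of different groups. *Eif3e*, on chromosome 15 of GRCm38 from 43250058 to 43282719 on the minus strand in the GENCODE M21 annotation, was measured at 158 ± 13.1 CPM (SD, n = 3) in cKO and 406 ± 16.5 CPM (SD, n = 3) in control iGCBs. Its estimated counts were 7868, 6738 and 6433 in the cKO libraries and 19147, 15750 and 16159 in the control libraries, in the order of the replicates. The log2 fold change was −1.36 (standard error 0.0657, adjusted p = 6.71e-07 from edgeR's quasi-likelihood test), so the cKO libraries held 39.0% of the control level. The table counts reads over the whole gene and does not separate the deleted exons from the others. The cKO and control libraries did not overlap (two-sided exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). *Xist* had 53272 counts in cKO replicate 2, 58899 in control replicate 1, 70912 in control replicate 2 and at most 16 in the other libraries. The Y chromosome genes had 12024 counts in cKO replicate 1, 11123 in cKO replicate 3, 12000 in control replicate 3 and 0 in the other libraries.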

We first examined global proteomic changes in cKO cells. Upregulated proteins were enriched in pathways related to RNA metabolism and ribosome biogenesis, macromolecule metabolism, chromatin remodeling and DNA repair, and protein localization and membrane transport (Fig. 4 H and Table S6). Downregulated proteins were enriched in pathways such as cell cycle and lipid biosynthesis, consistent with the impaired proliferation of cKO B cells (Fig. 4 H and Table S6) (Zhu and Thompson, 2019). To assess the contribution of translational control, we performed an integrative analysis of matched RNA-seq and quantitative proteomics datasets, focusing on DEGs identified in both datasets. 

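The RNA values of the proteins in Table S6 were looked up by gene symbol. The copy of Table S6 used here lists 1998 proteins, 999 higher and 999 lower in cKO, and stops 46 rows before its end, where the strongest decreases are. Of the 1998 proteins, 1984 had a gene tested at the RNA level, and 1202 of these had an RNA adjusted p under 0.05 from edgeR's quasi-likelihood test. RNA and the paper's protein ratio were both higher for 349 genes and both lower for 406 genes. RNA was higher with lower protein for 231 genes, and lower with higher protein for 216 genes. The direction was therefore shared by 62.8% of the 1202 genes. The RNA adjusted p was not under 0.05 for the remaining 782 proteins.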

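Across the genes of Table S6 with an RNA adjusted p under 0.05 from edgeR's quasi-likelihood test, the paper's protein log2 ratio, turned to cKO over control, rose by 0.318 per unit of RNA log2 fold change (standard error 0.0276 across genes, which are not independent replicates). Pearson's r across these genes was 0.316 and Spearman's rho was 0.298. The residuals had an SD of 0.613. Table S6 holds only proteins with an absolute log2 ratio over 0.3, so small protein changes do not enter this line. Leaving out the genes of Table S7, which were selected by their distance from the paper's line, moved the slope most, to 0.520.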

To distinguish translational regulation from transcriptional changes, we generated a linear regression model (Protein log_2_ fold change [FC] ∼ RNA log_2_FC). Genes with standardized residuals (Z-score) >1.2 were defined as translationally regulated. This analysis identified 343 genes with altered translation efficiency, which were subsequently subjected to GO analysis (Fig. S3 E and Table S7). 

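Of the 343 genes, 342 had a tested gene in the count table, and 337 had an RNA adjusted p under 0.05 from edgeR's quasi-likelihood test. RNA was higher in cKO for 165 and lower for 172 of these 337 genes, and 64 and 51 genes also passed the 1.5-fold cutoff in the same directions. The copy of Table S7 gives ratios of control over cKO. With the sign turned to cKO over control, 153 genes lay above the regression line and 190 below it. Among the genes above the line, RNA was lower for 116 and higher for 36, with a median RNA log2 fold change of −0.43 and a median protein log2 ratio, from the paper, of 0.729. Among the genes below the line, RNA was higher for 134 and lower for 56, with a median RNA log2 fold change of 0.327 and a median protein log2 ratio, from the paper, of −0.821. With these RNA values, 250 genes changed in opposing directions at the RNA and protein levels, 85 had a protein change that exceeded the RNA change by over 0.5 log2 units and 6 had a protein change smaller by over 0.5 log2 units. Table S7 lists 250, 86 and 7 genes in these categories. The predicted protein values of Table S7 followed the RNA log2 fold changes computed here as a straight line with a slope of 0.2 and an intercept of −0.0425.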

Genes with reduced translation efficiency were enriched in pathways related to regulation of cell cycle process, suggesting eIF3e controls cell cycle primarily at the translational level. 

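RNA values were examined for 91 mitotic and cell cycle genes, a list written before the data were examined that is not the Metascape term of Fig. S3 E. Of these, 89 were tested, 69 were lower and 20 were higher in cKO, with a median log2 fold change of −0.232 (adjusted p = 2.49e-05 from limma's camera test with Benjamini-Hochberg adjustment over 14 gene sets). The mean log2 CPM of the list was 6.56 ± 0.012 in cKO and 6.80 ± 0.044 in control iGCBs (SD, n = 3 each). RNA was lower with an adjusted p under 0.05 from edgeR's quasi-likelihood test for 51 genes and higher for 9, and 16 and 3 genes also passed the 1.5-fold cutoff. Adjusting over the list alone gave 51 lower and 9 higher genes. Table S7 holds 13 genes of the list, of which 12 lay below the regression line. RNA of 11 of these 12 was lower in cKO, with a median over the 12 of −0.343, while the median of the paper's protein log2 ratios was −1.23. *Mybl2* was the exception, with an RNA log2 fold change of 1.27. *Stmn1*, which encodes a microtubule-destabilizing protein, was measured at 238 ± 8.87 CPM in cKO and 305 ± 20.1 CPM in control iGCBs (SD, n = 3 each), a log2 fold change of −0.36 (standard error 0.0589, adjusted p = 0.000622 from edgeR's test). *Fam83d* had 17.9 ± 0.486 CPM in cKO and 25.2 ± 1.1 CPM in control iGCBs (SD, n = 3 each), a log2 fold change of −0.49. The paper's protein log2 ratios of these genes are −1.46 and −2.25. *Sh3glb1* RNA fell by 0.25 on the log2 scale. *Psme3* and *Zfp36l1* moved the other way at the RNA level, with log2 fold changes of 0.83 (standard error 0.0704) and 0.32 (standard error 0.0828), while the paper's protein log2 ratios are −1.28 and −1.55.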

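At the RNA level, *H2-Aa* was measured at 1600 ± 72.2 CPM in cKO and 2420 ± 33.9 CPM in control iGCBs (SD, n = 3 each), a log2 fold change of −0.60 (standard error 0.0402, adjusted p = 2.87e-06 from edgeR's quasi-likelihood test). *H2-DMa* was measured at 422 ± 11.0 CPM in cKO and 587 ± 17.3 CPM in control iGCBs (SD, n = 3 each), a log2 fold change of −0.47 (standard error 0.0473, adjusted p = 2.67e-05). Both lie on chromosome 17 of GRCm38, *H2-Aa* from 34282744 to 34287823 and *H2-DMa* from 34119541 to 34139101. With each library left out in turn, the log2 fold change stayed between −0.64 and −0.58, the last short of 1.5-fold, for *H2-Aa* and between −0.491 and −0.448 for *H2-DMa*. The paper's protein log2 ratios, turned to cKO over control, are 1.01 and 1.15. Among 16 genes of the MHC class II pathway, 12 had lower RNA with an adjusted p under 0.05 and none had higher RNA, with a median log2 fold change of −0.484 (adjusted p = 0.000199 from limma's camera test over 14 gene sets), and adjusting over the list alone gave 12 lower and 0 higher genes. *Cd74* RNA was also lower, with a log2 fold change of −0.61 (standard error 0.0309), and its protein log2 ratio in the paper is −1.23. *H2-Eb2* was lower in both too, with an RNA log2 fold change of −1.05 and a protein log2 ratio, from the paper, of −0.541. The protein ratios of the pathway thus did not share 1 direction. By flow cytometry, the paper saw no rise of MHC II on cKO B cells in this culture. *Ciita* RNA did not differ detectably (adjusted p = 0.321 from edgeR's test).

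**Figure D1:**
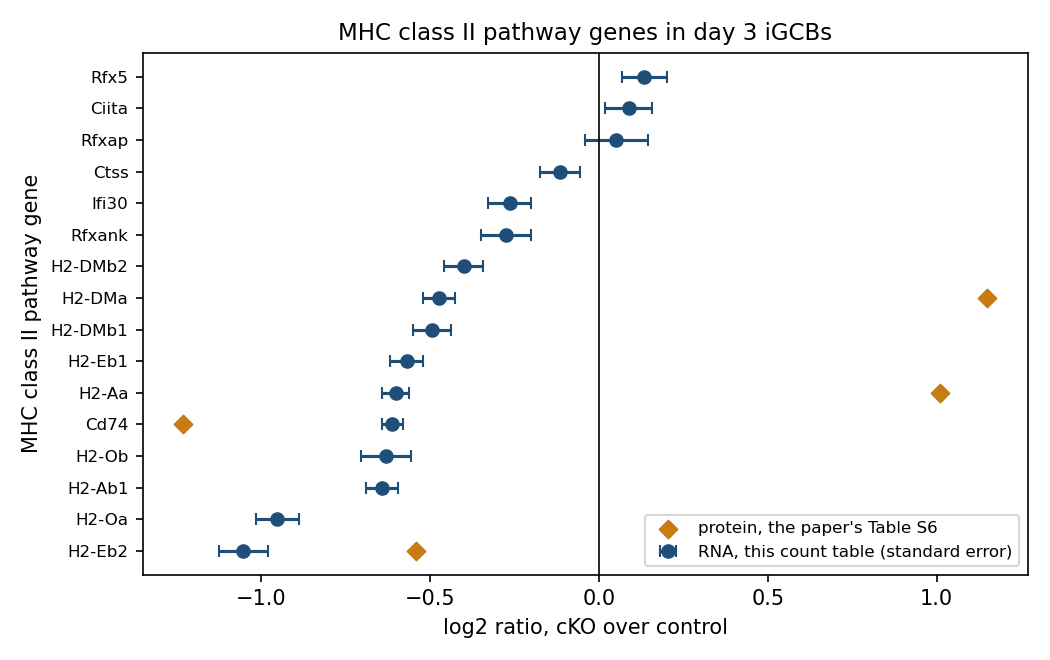
RNA log2 fold change with its standard error for the 16 tested genes of the MHC class II pathway in day 3 iGCBs, cKO over control (circles), and the paper's protein log2 ratio where Table S6 lists the protein (diamonds). RNA of *H2-Aa* and *H2-DMa* lies at −0.60 and −0.47 while their protein ratios lie at 1.01 and 1.15, and *Cd74* and *H2-Eb2* are below 0 in both.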

Among genes with increased translation efficiency, pathways involved in regulation of cell activation were enriched, including MHC class II pathway genes such as *H2-Aa* and *H2-Dma* (Fig. 4 I). Among the costimulatory and adhesion molecules differentially expressed in cKO B cells (Fig. 4 F), *Cd80*, *Tnfsf4* (encoding OX40L), and *Icam1* were upregulated at the mRNA level, whereas *Icosl* showed increased translation efficiency *(*Fig. 4, I and J; and Table S8). 

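*Cd80* was measured at 68.8 ± 5.63 CPM in cKO and 13.5 ± 1.15 CPM in control iGCBs (SD, n = 3 each), a log2 fold change of 2.35 (standard error 0.0965, adjusted p = 3.6e-07 from edgeR's quasi-likelihood test). *Tnfsf4* was measured at 20.2 ± 4.12 CPM in cKO and 1.74 ± 0.394 CPM in control iGCBs (SD, n = 3 each), a log2 fold change of 3.53 (standard error 0.206, adjusted p = 1.62e-06). *Icam1* was measured at 155 ± 3.78 CPM in cKO and 89.2 ± 3.12 CPM in control iGCBs (SD, n = 3 each), a log2 fold change of 0.79 (standard error 0.0524, adjusted p = 2.73e-06). *Icosl* RNA was lower, at 77.4 ± 6.12 CPM in cKO and 103 ± 12.5 CPM in control iGCBs (SD, n = 3 each), a log2 fold change of −0.41 (standard error 0.0911, adjusted p = 0.00395) that did not pass the 1.5-fold cutoff. For each of the 4 genes the cKO and control libraries did not overlap (two-sided exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). With each library left out in turn, the log2 fold change stayed between 2.29 and 2.42 for *Cd80*, between 3.35 and 3.69 for *Tnfsf4*, between 0.767 and 0.813 for *Icam1* and between −0.502 and −0.345 for *Icosl*. The paper's protein log2 ratio of ICOSL, turned to cKO over control, is 1.85. In GRCm38, *Cd80* lies on chromosome 16 from 38455561 to 38496335, *Tnfsf4* on chromosome 1 from 161395409 to 161418410, *Icam1* on chromosome 9 from 21015985 to 21028817 and *Icosl* on chromosome 10 from 78069302 to 78083913. Among the other surface molecules of Fig. S3 D, *Cd70* RNA was higher, with a log2 fold change of 2.07 (standard error 0.325), *Cd40* rose by 0.32 on the log2 scale and *Cd86* RNA was lower, with a log2 fold change of −1.45 (standard error 0.117). *Fas* and *Bcl6*, markers of iGCBs, had RNA log2 fold changes of 0.41 and −0.32 (adjusted p = 0.00036 and 0.0011 from edgeR's test). The paper's protein log2 ratios of these 2 genes are 1.41 and −0.411. From its RNA and protein results together, the paper proposes that eIF3e acts on gene expression through multiple mechanisms.

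**Figure D2:**
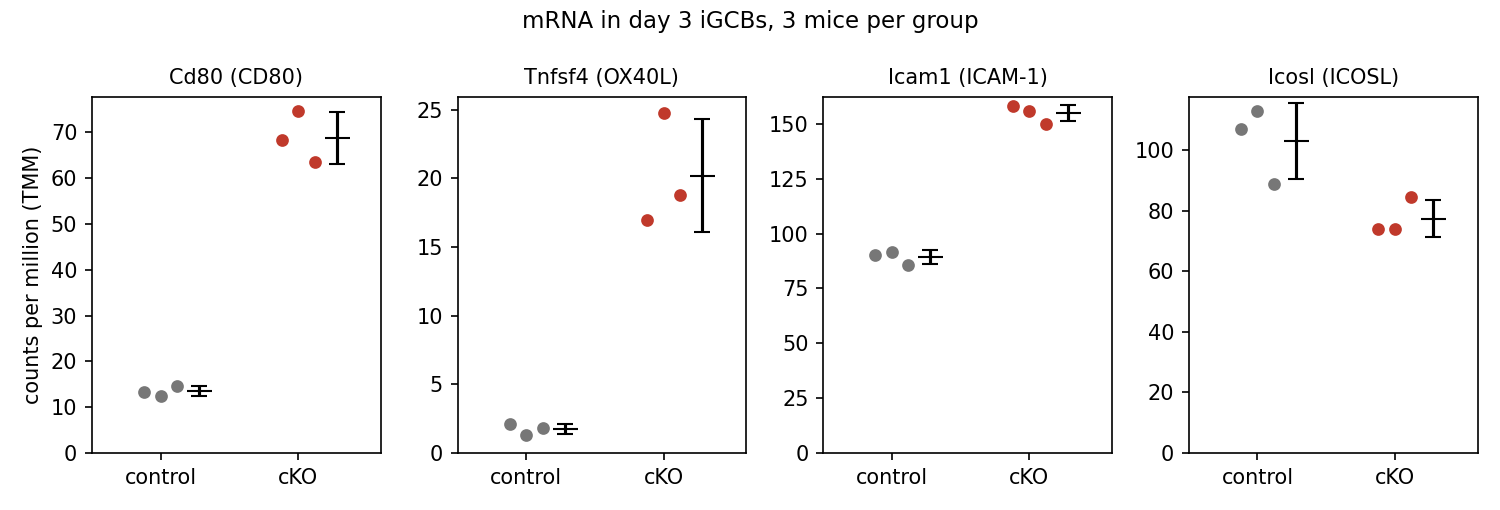
RNA, in CPM with TMM scaling, of *Cd80*, *Tnfsf4*, *Icam1* and *Icosl* in day 3 iGCBs, one point per mouse, with the mean and SD (n = 3) as bars. Every cKO mouse lies above every control mouse for *Cd80*, *Tnfsf4* and *Icam1*, and below every control mouse for *Icosl*, where the means are 77.4 and 103 CPM.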

Together, these results suggest that eIF3e regulates gene expression through multiple mechanisms to maintain appropriate expression levels to preserve immune homeostasis.

### CD80-mediated B–T interactions initiate a feedforward loop of lymphocyte activation

To investigate the roles of these costimulatory and adhesion molecules, we established an *in vitro* coculture system using iGCBs and naïve OT-II CD4^+^ T cells (Fig. 5 A) (Guberman Bracha et al., 2025; Liang et al., 2018). When control or cKO iGCBs were cocultured with naïve OT-II CD4^+^ T cells in the absence of antigen, neither population induced T cell proliferation (Fig. 5 B). Upon addition of a low dose (4 nM) of OVA peptide 323–339, cKO iGCBs, but not control iGCBs, promoted robust OT-II CD4^+^ T cell proliferation. Notably, MHC II blockade completely abrogated the response, confirming that CD4^+^ T cell activation by cKO B cells is strictly dependent on MHC II–mediated antigen presentation. Similarly, CD80 blockade completely abrogated this response, while OX40L blockade produced only a modest reduction (Fig. 5 B). These findings indicate that CD80 upregulation on cKO iGCBs is the primary driver of CD4^+^ T cell activation and that this B–T interaction is antigen-dependent (Tanaka et al., 2020). We propose that *Eif3e*-deficient B cells upregulate costimulatory and adhesion molecules, enabling presentation of self-antigens to cognate CD4^+^ T cells and thereby promoting their activation and differentiation into IL-4–secreting T_FH_-like cells. These cells, in turn, activate bystander B cells, upregulate MHC II expression, induce *Cγ1*^Cre^ expression, and trigger additional rounds of *Eif3e* deletion, whereas *Eif3e*-deficient B cells undergo premature death. This process establishes a self-sustaining feedforward loop of lymphocyte activation that culminates in lymphoproliferative disease. Sustained activation and expansion of B and T cells may further promote the accumulation of genetic lesions in a subset of cells, ultimately driving malignant transformation of *Eif3e*-sufficient lymphocytes and lymphoma development (Fig. 5 C).

**Figure 5.**
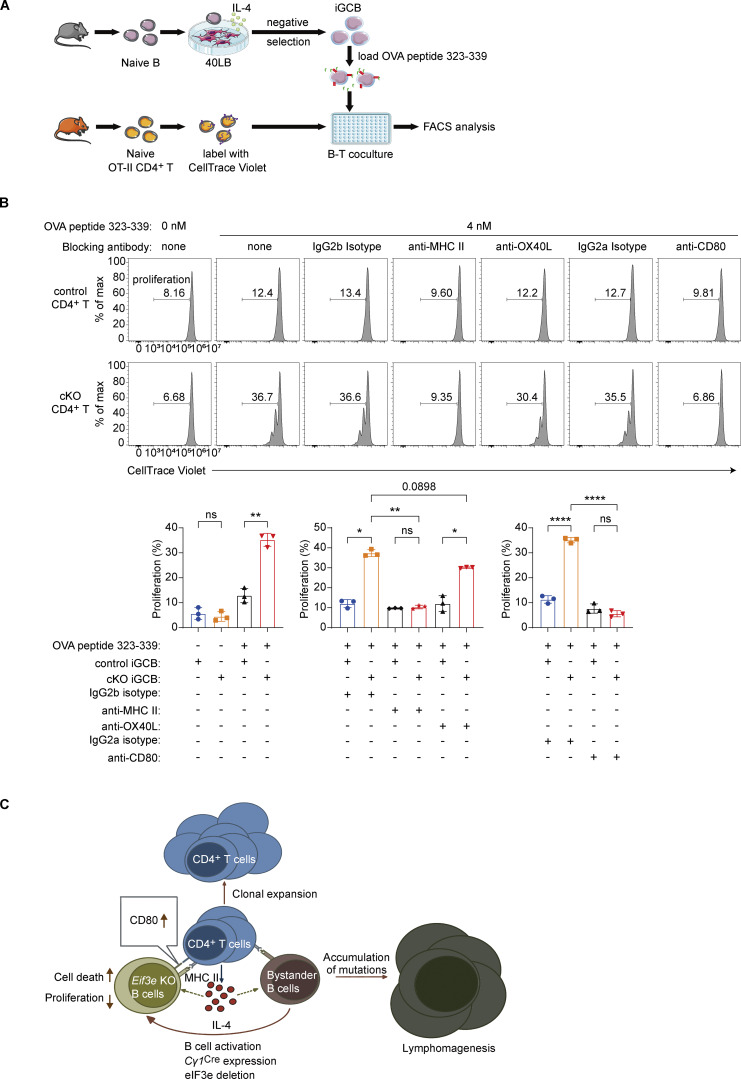
**CD80 upregulation by *Eif3e*-deficient B cells drives antigen-dependent CD4** ^**+**^ **T cell activation. (A)** Experimental outline for B–T cell coculture. Naïve OT-II CD4^+^ T cells labeled with CellTrace Violet were cocultured with OVA peptide 323–339–loaded iGCBs for 2.5 days. Proliferation of OT-II CD4^+^ T cells was measured by flow cytometry. **(B)** Upper panels: Representative FACS plots showing proliferation of OT-II CD4^+^ T cells cocultured with cKO or control iGCBs under indicated conditions. Below: Bar graphs summarizing proliferation of CD4^+^ T cells. Statistical analysis was performed using paired two-tailed Student’s *t* test. ns, not significant, P > 0.05; *P < 0.05; **P < 0.01; ****P < 0.0001. Three independent experiments (B) were performed. **(C)** Graphical abstract. *Eif3e* deficiency in B cells leads to elevated expression of CD80, a feedforward loop of T–B interaction, and aberrant activation and proliferation of B and CD4^+^ T cells, which culminate in malignant transformation of eIF3e-sufficient B or T cells.

This study sheds some light on the long-standing paradox that eIF3e can function as both an oncogene and a tumor suppressor. Clinically, eIF3e expression is elevated in glioblastoma (Sesen et al., 2014) and colon cancer (Li et al., 2014), where it promotes global translation and cellular proliferation, whereas its expression is reduced in non–small-cell lung carcinoma (Buttitta et al., 2005) and certain breast cancers (Marchetti et al., 2001), in which its loss facilitates metastasis through factors such as HIF2α (Gotoh-Saito et al., 2022). Our findings offer a plausible explanation to the latter context: loss or reduced expression of eIF3e in one cell population may orchestrate a protumorigenic inflammatory microenvironment that promotes tumor development in genetically intact neighboring cells. The aberrant T_FH_ expansion and malignant transformation of bystander B cells observed in our model resemble features of angioimmunoblastic T cell lymphoma, in which mutant T_FH_ cells establish an inflammatory milieu that recruits and ultimately transforms bystander B cells into secondary lymphomas (Leca et al., 2023). Although the initiating event in our model arises in B cells rather than T cells, the resulting chronic inflammatory niche similarly drives the transformation of bystander lymphocytes.

To our knowledge, this is the first *in vivo* demonstration that a specific translation initiation factor safeguards against lymphoproliferative disease. Although the precise mechanisms by which eIF3e selectively regulates individual mRNA transcripts remain to be elucidated, our findings highlight translational control as a direct regulator of immune homeostasis. Future investigations are warranted to identify additional translation factors and their mechanism of action in preserving immune tolerance and preventing lymphomagenesis.

## Materials and methods

### Mice

All mice were maintained on the C57BL/6J genetic background. *Eif3e*^fl/fl^ mice were generated by Dr. Dieter A. Wolf (Westlake University, Hangzhou, China) (Lin et al., 2020). *MHC II*^−/−^ (Jax stock 003374) (Madsen et al., 1999), *Rag2*^−/−^ (Jax stock 008309) (Hao and Rajewsky, 2001), CD45.1 (Jax stock 002014) (Janowska-Wieczorek et al., 2001; Schluns et al., 2002; Shen et al., 1985; Yang et al., 2002), *Cγ1*^Cre^ (Jax stock 010611) (Casola et al., 2006), and *Rosa26-YFP*^LSL^ (Jax stock 006148) (Srinivas et al., 2001), J_H_T (Jax stock 002438) (Gu et al., 1993), and OT-II (Jax stock 004194) (Barnden et al., 1998) mice were obtained from the Jackson Laboratory. *Eif3e*^fl/fl^, *Cγ1*^Cre^, and *Rosa26-YFP*^LSL^ mice were crossed to generate *Eif3e*^fl/fl^*Cγ1*^Cre^*Rosa26-YFP*^LSL^ (cKO) mice. *MHC II*^−/−^ (M2KO) and *Eif3e*^fl/fl^*Cγ1*^Cre^*Rosa26-YFP*^LSL^ mice were crossed to generate *MHC II*^−/−^*Eif3e*^fl/fl^*Cγ1*^Cre^*Rosa26-YFP*^LSL^ (M2KO;cKO) mice. Cohorts of mice were monitored for disease development for up to 1.5 years and euthanized for analysis when they appeared sick. Littermate control mice were euthanized at the same time as experimental control and were counted as “right-censored” data in the Kaplan–Meier survival analysis (Stel et al., 2011). Macroscopically, examination was performed for mice of various genotypes at the age of 5–26 wk before they appeared sick. All mice were bred and housed in specific pathogen-free facilities under a 12-h light–dark cycle. All animal experiments were approved by the Animal Care and Use Committee of Xiamen University.

### Flow cytometry

Single-cell suspensions were prepared from freshly harvested tissues after lysis of erythrocytes. 1–4 × 10^6^ cells were stained with antibody cocktails in PBS containing 0.5% BSA. For intracellular cytokine staining, cells were stimulated with PMA and ionomycin in the presence of BD GolgiPlug (555029; BD Biosciences) for 4 h at 37°C. Following surface staining, intracellular cytokine staining was performed with Cytofix/Cytoperm Fixation/Permeabilization Kit (554714; BD Biosciences) following the manufacturer’s instructions. Transcriptional factor staining for Foxp3 and Bcl6 was performed using the Fixation/Permeabilization kit (00-5123-43 and 00-8333-56; eBioscience) following the manufacturer’s instructions. For staining of CXCR5 (Liu et al., 2021), single cells were stained with purified antibody against mouse CXCR5 (2G8; BD), followed by biotin-conjugated antibody to rat IgG2a (MRG2a-83; BioLegend) and streptavidin-APC. All flow cytometry data were acquired on LSRFortessa X-20 (BD Biosciences) or a NovoCyte flow cytometer (ACEA Biosciences), and analyzed with FlowJo software 10.

### Lymphoma transplantation

Total cells (5 × 10^6^) from involved organs, including the spleens, lymph nodes, white nodes in the livers and the lungs, of sick cKO mice were resuspended in 500 μl PBS and adoptively transferred into 2- to 4-mo-old *Rag2*^−/−^ mice. Recipient mice were monitored for up to 3 mo for lymphoma development and euthanized for analysis when they appeared sick.

### Single-cell RNA-seq

Each sample for single-cell sequencing was prepared by pooling cells from 2 to 3 control or cKO mice, with two independent biological replicates for each group. The spleens and lymph nodes of 2-mo-old control and cKO mice were harvested, washed in ice-cold PBS (SH30256.01; Hyclone), and dissociated using SeekMate Tissue Dissociation Reagent Kit A Pro (K01801301; SeekGene) or SeekMate Tissue Dissociation Kit C (K01501; SeekGene) from SeekGene following the manufacturer’s instructions. Samples were treated with DNase I (9003-98-9; Sigma-Aldrich) and analyzed by Fluorescence Cell Analyzer (Countstar Rigel, S2) or SeekMate Tinitan Fluorescence Cell Counter (M002C; SeekGene) with AO/PI reagent after lysis of erythrocytes (R1010; Solarbio) to measure cell counts and viability. Dead cells and debris were removed using Dead Cell Removal Kit (130-109-398/130-090-101; Miltenyi). Cells were then washed twice with RPMI 1640 (11875119; Gibco) and resuspended in RPMI 1640 with 2% FBS (10100147C; Gibco) at 1 × 10^6^ cells per ml for further sorting or single-cell sequencing library construction. Cells were sorted for total live cells or YFP^+^ cells on BD Aria III or BD Aria Fusion (BD Biosciences). White nodules from sick cKO or *Rag2*^−/−^ mice transplanted with tumor cells were preserved in tissue storage solution and shipped to SeekGene for preparing single-cell suspension and dead cell removal. The samples were then processed as described above and used directly for scRNA-seq and V(D)J-seq library construction.

scRNA-seq libraries were prepared using the SeekOne DD Single Cell 3′ library preparation kit (Cat No. K00202; SeekGene) following the manufacturer’s instructions. The indexed sequencing libraries were cleaned up with VAHTS DNA Clean Beads (N411-01; Vazyme) and analyzed by Qubit (Q33226; Thermo Fisher Scientific) and Bio-Fragment Analyzer (Qsep400; BiOptic). The libraries were then sequenced on Illumina NovaSeq 6000 with PE150 read length or DNBSEQ-T7 platform with PE150 read length.

### Single-cell V(D)J-seq library construction, sequencing, and analysis

Single-cell V(D)J-seq libraries were constructed using the SeekOne DD Single Cell 5′ library preparation kit and SeekOne DD Single Cell V(D)J Enrichment Kit (mouse TCR&BCR, Cat No. K01101&K01201; SeekGene) following the manufacturer’s instructions. The indexed sequencing libraries were cleaned up with VAHTS DNA Clean Beads (N411-01; Vazyme) and analyzed by Qubit (Q33226; Thermo Fisher Scientific) and Bio-Fragment Analyzer (Qsep400; BiOptic). The libraries were then sequenced on Illumina NovaSeq 6000 with PE150 read length or DNBSEQ-T7 platform with PE150 read length. For TCR-sequencing data analysis, MiTCR and VDJtools were used for analysis of hundreds of millions of raw high-throughput sequencing reads containing sequences encoding mouse α or β TCR chains (Bolotin et al., 2013; Shugay et al., 2015). BCR-sequencing data were analyzed following the instructions of MiXCR (Bolotin et al., 2015).

### scRNA-seq data analysis

The data from two independent biological replicates were merged for analysis. scRNA-seq data were processed and analyzed using the Seurat package (v4.3.0) (Butler et al., 2018). Quality control was performed to remove low-quality cells, excluding those with <201 UMIs, <101 expressed genes, or over 10% of UMIs derived from mitochondrial genes. Raw count matrices were first normalized using the “LogNormalize” method to scale and normalize gene expression values. Highly variable genes (*n* = 2,000) were identified using the FindVariableFeatures function, followed by data scaling with the ScaleData function. Principal component analysis (PCA) was performed with RunPCA to reduce the dimensionality of the data. To address batch effects across datasets derived from different samples, Harmony (v0.1.0) (Korsunsky et al., 2019) was applied for integration and batch correction based on the PCA-reduced dimensions. The Harmony-corrected embeddings were then used for downstream clustering and Uniform Manifold Approximation and Projection visualization. Specifically, the FindNeighbors function was used to construct a shared nearest neighbor graph, and clusters were identified using the FindClusters function. For cell-type annotation, marker genes for each cluster were identified using the R package COSG (v0.9.0) (Dai et al., 2022), which computes cluster-specific marker genes with high resolution. Identified marker genes were subsequently used to assign cell-type identities to clusters based on prior biological knowledge and established marker gene databases.

### Single-cell BCR-sequencing and TCR-sequencing analysis

Raw sequencing data were processed using the SeekSoulTools vdj (v1.2.1) to assemble full-length V(D)J sequences and identify CDR3 regions. Using barcode and raw clonotype ID information, productive clonotypes were filtered. Processed FASTA sequences were further annotated using the IMGT database.

### GSEA of DEGs

We firstly extracted the differential expression gene sets between wild-type and cKO cell types. GSEA was employed to analyze the enriched terms of those gene sets by using KEGG gene sets (Mootha et al., 2003; Subramanian et al., 2005).

### Bone marrow reconstitution

To generate chimeras without CD4^+^ T cells, bone marrow cells from control or cKO mice were adoptively transferred into lethally irradiated (6.5 Gray) CD45.1 or MHC II^−/−^ mice. To generate chimeras with B cell–specific deletion of MHC II, bone marrow cells from control, cKO, M2KO, or M2KO;cKO mice were mixed with bone marrow cells from J_H_T mice at a 1:4 ratio and adoptively transferred into lethally irradiated (4.5 Gray) Rag2^−/−^ mice. In all experiments, a total number of 5 million bone marrow cells were transferred into each recipient. Recipient mice were analyzed at 3–4 mo after reconstitution.

### Histology

For hematoxylin and eosin staining, tissues were fixed subsequently in 4% formaldehyde (HT501128; Sigma-Aldrich) and 70% ethanol, embedded in paraffin, sectioned, and stained with hematoxylin and eosin. For immunofluorescence, spleens and draining lymph nodes from control and cKO mice were fixed overnight at 4°C in a fixative solution consisting of BD Fix/Perm Solution (Cat No. 51-2090KZ) and PBS at a 1:2 ratio. The fixative solution was discarded, and the fixed tissues were washed with PBS for 10 min on a shaker. 30% sucrose (Sigma-Aldrich) was added to tissues, which were then incubated at 4°C overnight. The tissues were subsequently embedded in OCT (Tissue-Tek; Sakura). Tissue sections were cut at a thickness of 10 μm with a Leica CM1950 machine. The sections were immunostained for CD4, B220, and GL7 at 4°C in a dark box for 12 h. Images were acquired by using a Leica TCS SP8 confocal microscope (Leica) and analyzed by Imaris software.

### Primary lymphocyte purification

B and CD4^+^ T cells were purified from white nodules of sick cKO mice or *Rag2*^−/−^ mice transplanted with primary tumor cells by positive selection with BD IMag Beads (557812; BD) using biotinylated antibodies (CD19 or CD4) (BioLegend). Naïve B cells from the spleen of control or cKO mice were purified by negative selection with Beaver Beads (22307; Beaver) and biotinylated antibodies (CD43, CD9, CD5, TER119, and CD93) (eBioscience and BioLegend). Naïve CD4^+^ T cells from the spleen and lymph nodes of OT-II mice were purified by negative selection with Beaver Beads and biotinylated antibodies (CD19, CD44, CD25, CD8, TCRγ/δ, NK1.1, CD11c, CD11b, TER119, F4/80, Gr1, and CD105) (BioLegend).

### iGCB culture

Naïve B cells were cultured in 6- or 12-well plates (Thermo Fisher Scientific) for 4 days with 40LB cells irradiated with 120 Gy in the presence of IL-4, in 1640 complete medium supplemented with 10% FBS, 5.5 × 10^−5^ M β-mercaptoethanol, 10 mM HEPES, 1 mM sodium pyruvate, 100 U/ml penicillin, and 100 μg/ml streptomycin (Gibco), 1× NEAA (Gibco), and 1 ng/ml IL-4 (Noveprotein, CK74) (Nojima et al., 2011). YFP^+^ iGCBs were sorted on BD Aria Fusion (BD Biosciences) for RNA-seq analysis. Harvested iGCBs were stained for 7 min at room temperature for FACS analysis. For iGCB proliferation analysis, naïve B cells were labeled with CellTrace Violet (C34557; Thermo Fisher Scientific) at 37°C for 20 min following the manufacturer’s instruction, cultured in the iGCB system for 3 days, and analyzed by flow cytometry for CellTrace Violet intensity. For cell death analysis, harvested iGCBs were stained with Annexin V and 7-AAD (559763; BD) following the manufacturer’s instruction.

### B–T coculture

Day 4 iGCBs were purified by removing 40LB cells through negative selection with an anti-H-2Kd antibody (Haniuda and Kitamura, 2019), resuspended at 3.3 × 10^6^ cells/ml in prewarmed RPMI 1640 complete medium, loaded with 0 or 4 nM OVA peptide 323–339, and supplemented with either anti-MHC II (isotype control IgG2b, 8 μg/ml), anti-CD80 (isotype control IgG2a, 8 μg/ml), or anti-OX40L (isotype control IgG2b, 40 μg/ml) blocking antibodies (BioLegend). The cell suspension was added to round-bottom 96-well plates at 100 μl per well and incubated in a 37°C CO_2_ incubator for 1 h. Naïve CD4^+^ T cells from OT-II mice were labeled with CellTrace Violet and resuspended in prewarmed RPMI 1640 complete medium at a density of 1.1 × 10^6^ cells/ml. To each well containing OVA peptide–loaded iGCBs, 150 μl of CellTrace Violet–labeled OT-II naïve CD4^+^ T cells was added. After thorough resuspension, plates were placed in a 37°C CO_2_ incubator for 2.5 days, followed by flow cytometry analysis.

### Antibodies and reagents

For flow cytometry analysis: Anti-Bcl-6 (K112-91), anti-CD95 (Jo2), anti-CD138 (281-2), and anti-IL-4 (BVD4-1D11) antibodies were purchased from BD. Anti-B220 (RA3-6B2), anti-CD19 (1D3), anti-CD80 (16-10A1), anti-CD3e (145-2C11), anti-CD4 (GK1.5), anti-CD4 (RM4-5), anti-CD8a (53-6.7), anti-CD44 (IM7), anti-CD62L (MEL-14), anti-CD45.1 (A20), anti-CD45.2 (104), anti-MHC II (M5/114.15.2), anti-PD-1 (J43), anti-IgD (11-26c (11-26)), anti-IFN-γ (XMG1.2), anti-streptavidin, anti-CD70 (FR70), anti-CD40 (1C10), anti-OX40L (RM134L), and anti-ICAM-1 (YN1/1.7.4) antibodies were purchased from Thermo Fisher Scientific. Anti-CD86 (GL-1), anti-GL7 (GL7), anti-CD16/32 (93), and anti-CD275 (HK5.3) antibodies were purchased from BioLegend.

For cell purification: Anti-CD5 (53-7.3), anti-CD43 (1B11), anti-TER-119 (TER-119), anti-CD19 (6D5), anti-CD4 (RM4-5), anti-CD44 (IM7), anti-CD25 (PC61), anti-CD8a (53-6.7), anti-TCRγ/δ (GL3), anti-NK1.1 (PK136), anti-CD11c (N418), anti-CD11b (M1/70), anti-F4/80 (BM8), anti-Gr1 (RB6-8C5), anti-CD105 (MJ7/18), and anti-H-2Kd (SF1-1.1) antibodies were purchased from BioLegend. Anti-CD93 (AA4.1) antibody was purchased from Thermo Fisher Scientific. Anti-CD9 (KMC8) antibody was purchased from BD.

For B–T coculture assays: anti-MHC II (M5/114.15.2), anti-CD80 (W17200C), anti-OX40L (RM134L), rat IgG2a control, and rat IgG2b control antibodies were purchased from BioLegend.

For immunoblot: anti-eIF3e antibody was purchased from Abcam, and anti-β-actin (8H10D10) antibody was purchased from CST.

### RNA-seq and data analysis

Naïve B cells from control and cKO mice were cultured in the iGCB system for 3 days. YFP^+^ iGCBs were sorted by flow cytometry. Total RNA was extracted using RNeasy Kit (QIAGEN) following the manufacturer’s instructions. RNA samples were sent to Novogene for sequencing. The clean data, with adapter sequences trimmed and low-quality reads removed, were used for downstream analysis. The clean data were processed to read counts following the Hisat2-StringTie pipeline (Pertea et al., 2016). Using prepDE.py provided by StringTie, read count information was extracted for differential analysis conducted by DESeq2 (Love et al., 2014). GO clustering analysis of DEGs was performed with Metascape (Zhou et al., 2019). Volcano plots and bubble plots were generated at https://www.bioinformatics.com.cn, an online platform for data analysis and visualization (Tang et al., 2023).

### Protein sample preparation for mass spectrometry

YFP^+^ iGCBs at day 3 were sorted by flow cytometry and processed using gel-aided sample preparation for mass spectrometry. Briefly, 50 μl samples were reduced with 10 mM TCEP, alkylated with 10 mM iodoacetamide, and mixed with an equal volume of 30% acrylamide/bis-acrylamide solution. Polymerization was initiated by adding 2 μl TEMED and 2 μl 10% APS, and the gel was allowed to solidify at RT for 20 min. The solidified gel was cut into pieces and fixed in 1 ml methanol/acetic acid/water (50:40:10) for 10 min with mixing. After pulse centrifugation, the supernatant was discarded, and gel pieces were washed with 1 ml 100 mM NH_4_HCO_3_ for 10 min with rotation. Dehydration was achieved by adding 1 ml acetonitrile (ACN), and this NH_4_HCO_3_/ACN wash cycle was repeated three times. Gel pieces were then dried with 500 μl ACN until agglomerated. Trypsin solution (100 μl, 20 μg/μl) was added, and digestion proceeded overnight at 37°C. Peptides were extracted by adding 100 μl extraction buffer (5% formic acid/ACN, 1:2 vol/vol) and incubating at 37°C for 15 min with shaking, followed by adding 200 μl ACN. The supernatant was collected, and gel pieces were rehydrated in 5% formic acid, then dehydrated again with 200 μl ACN. Supernatants were pooled after an additional round of dehydration with 50 μl ACN. Samples were dried in a vacuum concentrator and resuspended in 0.1% FA for LC-MS analysis.

### LC-MS/MS

Peptides were analyzed on an EASY-nLC 1000 UHPLC system coupled to an Orbitrap Fusion mass spectrometer (Thermo Fisher Scientific). Mobile phase A was 0.1% FA/2% ACN in H_2_O, and mobile phase B was 0.1% FA/2% H_2_O in ACN. Samples were loaded onto a 100 μm I.D. × 150 mm analytical column (in-house–packed with 1.9 μm C18 resin, Dr. Maisch) and separated using a 120-min gradient at 300 nl/min (B: 3–8% in 8 min, 8–20% in 85 min, 20–40% in 17 min, 40–95% in 5 min, 95% for 5 min). Data were acquired in a data-dependent mode. MS1 scans were performed in the Orbitrap at 120,000 resolution over 300–1,800 m/z, with an AGC target of 5 × 10^5^. Precursor ions with charge 2–8 were selected for MS/MS. MS2 scans were acquired in the ion trap over 100–1,800 m/z, with an AGC target of 1 × 10^4^ and a maximum injection time of 200 ms.

### Integrative analysis of transcriptome and proteome data

To investigate posttranscriptional and translational regulatory effects, we performed an integrative analysis of the matched RNA-seq and unlabeled quantitative mass spectrometry datasets. The analysis was restricted to genes exhibiting statistically significant changes in both datasets (RNA-adjusted P <0.05 and MS Q <0.05) and an absolute log2FC >0.3 in at least one dataset. Because steady-state protein levels are predominantly driven by transcript abundance, we uncoupled translational regulation from transcriptional changes using a linear regression model (Protein log_2_FC ∼ RNA log_2_FC). Genes with a standardized residual (Z-score) >1.2 were defined as significant translational outliers. To characterize the specific modes of regulation, these outliers were classified into distinct functional categories: Opposite (RNA and protein abundance changed in biologically opposing directions), Intensified (protein FC exceeded RNA FC by >0.5 log_2_ units), and Buffered (protein response was blunted by >0.5 log_2_ units compared with the RNA shift). To identify pathway-specific regulatory patterns, lists of significantly differentially expressed proteins were submitted to the Metascape web portal for functional enrichment. All data manipulation and visualization were performed in R using the dplyr and ggplot2 packages.

### Immunoblot

B cells, CD4^+^ T cells, and iGCBs were lysed in lysis buffer. The cell lysates were resolved on SDS‒PAGE gels, and the proteins were transferred to PVDF membranes (Merck Millipore). The membranes were incubated overnight at 4°C with primary antibodies diluted in NCM Universal Antibody Diluent (WB500D; NCM Biotech). After washing for 45 min in TBS buffer with 0.1% Tween-20, each membrane was incubated with a horseradish peroxidase (HRP)–conjugated goat anti-rabbit or goat anti-mouse antibody (ABclonal) for 1 h at room temperature. After washing for 12 min in TBS buffer with 0.1% Tween-20, the protein bands were visualized with Immobilon Western Chemiluminescent HRP Substrate (Merck Millipore) following the manufacturer’s instructions. Images were acquired with an Amersham Imager 600 (GE Healthcare).

### Statistical analysis

Data were analyzed using unpaired two-tailed Student’s *t* test and one-way analysis of variance (ns, not significant, P > 0.05; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001) and Fisher’s exact test. Results are shown as the mean with error bars indicating ±standard deviation of the mean. Kaplan–Meier survival curves were compared using the log-rank test.

### Online supplemental material

Fig. S1 shows the percentage, number, and activation status of T and B cells in cKO mice at different ages, along with validation of eIF3e knockout efficiency *in vivo*. Fig. S2 shows scRNA-seq and functional analyses, which reveal that the cKO phenotype relies on CD4^+^ T cell interactions via MHC II. Fig. S3 shows eIF3e protein levels, phenotypic features of cKO iGCBs, and metascape analysis of DEGs linked to translation efficiency. Table S1 shows characterization of lymphoid neoplasia in cKO mice. Table S2 shows BCR and TCR clonotype analysis of dominant clones in tumors of cKO mice. Table S3 shows summary of pathological features in cKO mice. Table S4 shows comparison of immune cell expansion in *Rag2*^−/−^ mice and primary tumors. Table S5 shows DEGs from scRNA-seq analysis of T_FH_ cells from cKO mice compared with control mice. Table S6 shows DEGs at the protein level in cKO versus control day 3 iGCBs. Table S7 shows a list of 343 translationally regulated genes in cKO day 3 iGCBs. Table S8 shows RNA-seq analysis of cKO versus control day 3 iGCBs.

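Table S8 gives for each gene the DESeq2 log2 fold change of cKO over control, its adjusted p, the mean normalized count and a category. The copy used here lists 1998 genes, 688 Up, 630 Down and 680 Not change, and leaves out 16532 more. DESeq2 on the deposited estimated counts gave log2 fold changes that differed from the listed ones by a median of 0.0012 and at most 0.0321 over the 1996 genes found in the count table. At the cutoffs of Fig. 4 J, edgeR's quasi-likelihood test called 675 of the 688 genes listed as Up and all 630 listed as Down in the same direction. Over all genes, DESeq2 called 1438 higher and 1387 lower, and 2673 genes were called by both tools, 152 by DESeq2 alone and 120 by edgeR alone.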

## Supplementary Material

Table S1 shows characterization of lymphoid neoplasia in cKO mice.

Table S2 shows BCR and TCR clonotype analysis of dominant clones in tumors of cKO mice.

Table S3 shows summary of pathological features in cKO mice.

Table S4 shows comparison of immune cell expansion in *Rag2*^−/−^ mice and primary tumors.

Table S5 shows DEGs from scRNA-seq analysis of T_FH_ cells from cKO mice compared with control mice.

Table S6 shows DEGs at the protein level in cKO versus control day 3 iGCBs.

Table S7 shows a list of 343 translationally regulated genes in cKO day 3 iGCBs.

Table S8 shows RNA-seq analysis of cKO versus control day 3 iGCBs.

SourceData F1 is the source file for Fig. 1.

SourceData F4 is the source file for Fig. 4.

SourceData FS1 is the source file for Fig. S1.

SourceData FS3 is the source file for Fig. S3.

## Data Availability

Primary sequencing data for RNA-seq, scRNA-seq, and single-cell V(D)J-seq results are publicly available via the National Center for Biotechnology Information Gene Expression Omnibus under accession numbers GSE320249, GSE320248, and GSE320525, respectively. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium (https://proteomecentral.proteomexchange.org) via the iProX partner repository (Chen et al., 2022; Ma et al., 2019) with the dataset identifier PXD074851. All data are available in the article itself and its supplementary materials and are also available upon request from the corresponding authors.

How the deposited data were processed for this re-analysis (not part of the article)

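RNA-seq of day 3 YFP+ iGCBs covered 3 cKO and 3 control mice, mapped to conditions from the sample labels and the paper. The culture lasted 3 days by the paper's RNA-seq methods and by the sample titles, while the general culture protocol in the paper and in the labels gives a longer one. The authors trimmed the reads, aligned them with Hisat2, quantified them with StringTie and wrote estimated counts per gene and per RefSeq transcript with StringTie's prepDE script. The deposited estimated counts are not normalized and are already whole, so rounding changes nothing. The paper's text names no genome build, tool versions or read length setting for this step. Gene locations are from GENCODE M21 on GRCm38, matched by gene symbol, and do not come from the deposited tables. RefSeq transcripts were assigned to genes with an NCBI table of GRCm38.p6, which matched 34674 of 36026 transcripts.

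Totals ranged from 39079582 to 45504570 counts per library. At these totals, the floor of 3 counts corresponds to between 0.0659 and 0.0768 CPM. It covers counting error only, and only if each count is 1 fragment. Counts were analysed in R 4.3.3 with edgeR 4.0.16: genes were kept by filterByExpr with a minimum count of 10, normalized by TMM and tested with the quasi-likelihood test (glmQLFit, glmQLFTest) of cKO against control without covariates, with Benjamini-Hochberg adjustment. A call needed an adjusted p under 0.05 and a fold change over 1.5, the cutoffs of Fig. 4 J. Standard errors of edgeR's log2 fold changes were worked back from its test, as the absolute log2 fold change over the square root of the F statistic. They are thus not the same statistic as the standard errors that DESeq2 reports. DESeq2 1.42.0, the paper's tool, was an alternative. Gene sets were written by hand before the data were examined and tested with camera in limma 3.58.1 with an inter-gene correlation of 0.01. Transcript use was tested with edgeR's diffSpliceDGE. The paper's protein ratios were read from the copies of Tables S6 and S7, turned to cKO over control, and the regression was ordinary least squares across genes. With 3 mice against 3, an exact permutation test cannot give a p below 0.1.

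The genes named in the text are those the paper names for this experiment, the surface molecules of Fig. S3 D, *Fas* and *Bcl6*, members of discussed sets, and the 5 largest increases and 5 largest decreases among genes past both cutoffs with a mean of at least 10 CPM and no overlap between groups. This rule was written before the data were examined. *Sh2d1b1* falls outside it and was chosen after its values were seen, as *Fbn1* was singled out from its set.

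The fits were tested on simulated data, with 200 of 13191 genes changed by 2-fold. Every simulated gene had the same dispersion, set below the common dispersion of 0.0214 estimated from the real libraries. The share of changed genes was also far below the 21% of tested genes past both cutoffs in the real data. The simulation was therefore an easier case, and its rates do not measure performance on these libraries. edgeR recovered 92.5% of the 199 changed genes it tested and DESeq2 recovered 89.0% of the 200 it tested, each with 0 unchanged genes called. The limit first set for this step, over 90% for each tool, was not met by DESeq2. All 15 genes missed by edgeR and 21 of the 22 missed by DESeq2 had a mean under 100 counts, and the limit was then set on the 165 changed genes with at least 100 counts, of which edgeR recovered 165 and DESeq2 164.

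Alternatives were edgeR with DESeq2's size factors, total counts only, DESeq2, no filter on low counts, at least 10 counts in every sample, counts divided by 2, immunoglobulin genes left out, the replicate number as a block, and each library left out in turn. For some results there was also a test against 1.5-fold, no fold change cutoff, fry in place of camera, and other genes in the regression. The level of *Xist* as a covariate, counts divided by 4, and the regression with the Table S7 proteins absent from the copy of Table S6 were added after the data had been seen. Flow cytometry, proteomics spectra and single-cell data were not analysed here.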

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

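The tests of gene sets, *Fbn1* and transcripts in this part were chosen after the results were seen, with the limits that decide them, and the use of the split by *Xist* was added to the sex test of every set after the interferon result was seen. The gene sets were written before the data were examined. Of 14 sets, 7 had an adjusted p under 0.05 from limma's camera test, and the 3 described here were picked from them after their values were seen. With 10 splits of the 6 libraries into groups of 3, no share under 0.1 is possible, so this count alone could not have told any pattern here apart from a chance split. The comparison of the control libraries with the highest and lowest fibroblast marker level sets 1 library against 1, which also differ in *Xist*, and cannot rule out feeder cell RNA for any set.

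RNA of the ribosome biogenesis set was higher in cKO, with a median log2 fold change of 0.598 over 54 genes, of which 48 were higher and 2 lower with an adjusted p under 0.05 from edgeR's quasi-likelihood test. Adjusting over the set alone gave 48 and 2. The paper reports this pathway among higher proteins and lists RNA gene by gene in Table S8 without discussing it for this pathway. 1 of the 10 splits, the real one, gave a median as far from 0. GC content and gene length had an R squared of 0.0046 with the log2 fold changes across genes, so removing their trend could change little, and it left a median of 0.638, while the *Xist* level as a covariate left 0.604. Between the control libraries with the highest and the lowest fibroblast marker level, the set differed by −0.0885 on the log2 scale. These are 1 library against 1 and they also differ in *Xist*, so this cannot rule out feeder cell RNA. The adjusted p was 6.73e-13 from limma's camera test over 14 sets, and the largest median among the other splits was 0.311. A response of the cells to loss of eIF3e remains a hypothesis, found and tested on the same data.

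RNA of the interferon-stimulated set was higher in cKO, with a median log2 fold change of 0.843 over 29 genes, of which 12 were higher and 1 lower with an adjusted p under 0.05 from edgeR's test (11 and 1 adjusted over the set alone). The mean log2 CPM of the set was 2.96, 2.73 and 3.47 in cKO replicates 1, 2 and 3 and 1.78, 1.67 and 2.79 in control replicates 1, 2 and 3. Among libraries with *Xist*, cKO replicate 2 lay above both controls, and among those with Y chromosome genes, both cKO libraries lay above control replicate 3, with 1 library on one side of each comparison. 2 of the 10 splits gave a median as far from 0, the real one and the one that separates the libraries by *Xist*, with 0.878. With the *Xist* level as a covariate the median was 0.547. After removing the trend with GC content and length, which was weak, it was 0.866. The median ranged from 0.511 to 1.17 with each library left out in turn. Between the control libraries with the highest and lowest fibroblast marker level the set differed by −1.01, but these are 1 library against 1 and they also differ in *Xist*. At similar mean log2 CPM of the fibroblast markers, 1.21 in cKO replicate 1, 1.26 in control replicate 1 and 1.17 in control replicate 2, the set was higher in the cKO library, which differs from both controls in *Xist* too. Within the libraries with Y chromosome genes, the gap between control replicate 3 and the lower cKO library was smaller than that between the cKO libraries. Each of these comparisons has 1 library on a side, and the pattern cannot be told apart from the sex of the mice or from feeder cell RNA.

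RNA of the NF-kB targets set was higher in cKO, with a median log2 fold change of 0.384 over 19 genes, which include *Cd80* and *Icam1*. 11 were higher and 3 lower with an adjusted p under 0.05 from edgeR's test (12 and 4 adjusted over the set alone). 1 of the 10 splits, the real one, gave a median as far from 0. The median was 0.431 after removing the weak trend with GC content and length and 0.402 with the *Xist* level as a covariate, and the set differed by −0.185 between the control libraries with the highest and lowest fibroblast marker level. The set may rise with eIF3e loss, which remains a hypothesis found and tested on the same data.

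*Fbn1*, which encodes a fibrillin, had 207, 139 and 172 counts in the cKO libraries and 0 in each control library. Against the floor of 3 counts this is 54.5-fold higher. That value is not a safe lower bound, because low counts pile up and 1 fragment may give several counts. *Fbn1* was singled out after its values were seen, from a list of fibroblast markers written before. *Col1a1*, a collagen of fibroblasts, was not higher in cKO (0.748 of the control level), and the cKO library with *Xist* had 139 counts of *Fbn1*, so sex does not account for it. Control replicates 1 and 2 had 2903 and 2395 counts of *Col1a1*, against 1576 to 1850 in the cKO libraries, and 0 counts of *Fbn1*, so feeder cell RNA at these levels does not account for *Fbn1* either. Other fibroblast markers rose with it, *Col5a1* by 1.61, *Nid1* by 1.23 and *Fn1* by 1.07 on the log2 scale (adjusted p = 0.000185, 0.00509 and 0.000651 from edgeR's quasi-likelihood test). A strain variant was not tested. *Sh2d1b1* showed the opposite pattern, and was 26.5-fold lower in cKO against the same floor, with the same limit. These were the genes with at least 50 counts in each library of one group and at most 3 in each library of the other, a limit chosen after values were seen. The split of the libraries by *Xist* gave 5 such genes and the other splits gave 0.

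In the transcript table, which the paper does not report on, 41 of 2990 genes with at least 2 tested transcripts had transcripts that changed unequally (adjusted p under 0.05 from edgeR's diffSpliceDGE). 1 of the 10 splits, the real one, gave as many, and the other splits gave from 5 to 24. StringTie's division of reads among transcripts was not tested, and no biological explanation was tested.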

How the results depend on the processing

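The log2 fold changes of *Eif3e*, *Cd80*, *Tnfsf4*, *Icam1*, *Icosl*, *H2-Aa* and *H2-DMa*, the medians of the cell cycle and MHC class II sets, the number of Table S7 genes with an RNA adjusted p under 0.05 and the slope of protein on RNA kept their direction and, where tested, their side of a p of 0.05 (within 1.5 times for the number) under every alternative run. The 1.5-fold cutoff is another matter for *H2-Aa*, whose log2 fold change of −0.60 passes it and was −0.58, short of it, without cKO replicate 1. Table S7 holds the paper's own calls on these data, so its number shows no stability. The log2 fold change of *Icosl* ranged from −0.502 to −0.345, with adjusted p from 8.11e-05 to 0.025. The slope ranged from 0.295 to 0.520, and the number of Table S7 genes from 290 to 343.

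The number of genes past both cutoffs changed most with the fold change rule. A test that the change exceeds 1.5-fold gave 584 higher and 580 lower genes, and no fold change cutoff gave 3204 higher and 3264 lower genes, as those rules require. Across the 6 fits that each left out one library, from 1212 to 1433 genes were higher and from 1313 to 1450 lower. Of the 1378 higher and 1415 lower genes, 1328 and 1345 were the same genes with DESeq2.

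The median of the eIF3 subunits set, −0.0277, was not different from 0 by camera and changed sign in 4 settings. It was 0.00306 with the replicate block and ranged from −0.0483 to 0.0283 across the 6 fits that each left out one library. The cause was not tested. The set holds *Eif3j1* and *Eif3j2*, near-identical copies whose reads the authors' counting could split.

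With the replicate block, 1337 genes were higher and 1398 lower. Same-numbered libraries are different mice, and the mean correlation of their deviations from the group means was 0.075, against −0.038 for libraries with different numbers. With the block, the log2 fold changes of the genes above and the set medians of the cell cycle and MHC class II sets kept their direction and their side of a p of 0.05.

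Among the genes the paper names for this experiment, the other surface molecules of Fig. S3 D and the genes with the largest changes, which are the single genes run under the alternatives, *Gm5424* was the one whose adjusted p changed side. It was not significant with DESeq2 (log2 fold change −4.38, adjusted p 0.19, with a range of 3.84e-06 to 0.19 over its alternatives). The cause was not tested.

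1 gene of the immunoglobulin family is in the table and it was not among the tested genes, so leaving such genes out could not move any result. Counts divided by 4 and the *Xist* level as a covariate, both added after the data had been seen, gave 1315 and 1293 higher and 1365 and 1363 lower genes.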

Differences from the paper's values

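The mean normalized count of *Tnfsf4* over the 6 libraries was 471.8 against the paper's 768.573 in Table S8. Of the alternatives set before the data were examined, those that left out a control library came within the limits used here, and the others did not. For *Cd70* it was 105.8 against the paper's 162.751, and the same alternatives came within the limits, while the others did not. Without control replicate 1, 2 or 3, the mean normalized count was 542.5, 563.4 or 555.4 for *Tnfsf4* and 116.5, 118.7 or 122.7 for *Cd70*, still below the paper's values. Leaving out a control library raises the mean of any gene that is higher in cKO. For *Jchain* it was 2657 against the paper's 6752.34, and none of the alternatives set before the data were examined closed the gap.

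Table S8 lists 688 genes as Up, of which edgeR called 675 higher and DESeq2, set before the data were examined, called 686. Of the 630 genes it lists as Down, edgeR called 630 lower and DESeq2 629. The paper selected the 343 genes of Table S7 among genes with significant RNA changes. Of these, 337 had an adjusted p under 0.05 from edgeR's quasi-likelihood test and 343 from DESeq2. In the regression fitted here, 254 genes passed the Z cutoff of 1.2, and 220 of them are in Table S7. With each library left out in turn, from 210 to 224 genes passed it, outside the limits used here. The copy of Table S6 lacks 46 rows. By its methods, the paper's regression also took proteins with small changes when their RNA changed enough, and Table S6 leaves such proteins out. The residual SD was 0.613 in the regression fitted here and 0.491 for the paper's line. The regression here was thus fitted to a different set of genes and cannot repeat the paper's count.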

Other observations

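The tests of Table S8, of the genes beside *Eif3e* and of single gene sets in this part were chosen after the results were seen. Those of the count table, feeder cell RNA, sex, library size, dominant genes and splits of the 2793 genes were written before, but the limits that decide them were set after first values had been seen. For sex, the test written before asked whether *Xist* and Y chromosome genes differ between the groups, and the shared calls with an *Xist* covariate were added to it later. For *Cd80*, *Tnfsf4* and *Icam1*, the median of the fibroblast markers replaced a count of rising markers after that count was seen, and both are given. The comparison of the control libraries with the highest and lowest fibroblast marker level sets 1 library against 1, which also differ in *Xist*, and cannot rule out feeder cell RNA for a set.

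1 of the 10 splits of the 6 libraries, the real one, gave as many genes past both cutoffs as the 2793 observed. The 10 splits include 4 that part all 3 same-numbered pairs, the real one among them, and the other 3 of these gave 0 genes, with 172, 87 and 87 genes at an unadjusted p under 0.05 against 7291 in the real split. The remaining splits part 1 pair and gave at most 6 genes, in the split that separates the libraries by *Xist*. For the cell cycle and MHC class II sets, 1 of the 10 splits, the real one, gave a median as far from 0. With 10 splits, no share under 0.1 is possible, and every other split mixes cKO and control libraries in both groups. These counts, and those of the sets below, therefore cannot alone tell a pattern apart from a chance split.

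Several technical explanations of the differences between cKO and control were tested. Fibroblast markers, which would rise with RNA of 40LB feeder cells, had a median log2 fold change of −0.348 over 32 genes (adjusted p = 0.82 from limma's camera test), although 4 of them rose at least as much as *Icam1*. That median is also below 0 where *Cd80*, *Tnfsf4* and *Icam1* rise. *Xist* and Y chromosome genes divide the libraries differently from the groups, with *Xist* in 1 of 3 cKO and the Y genes in 1 of 3 control libraries, a pattern that may come from mice of both sexes. With the *Xist* level as a covariate, 2478 of the 2793 genes were called in the same direction. Total counts overlapped between the groups (two-sided exact permutation test, p = 0.3). Leaving out the 12 genes that are among the 10 largest of any library changed log2 fold changes by a median of 0.0016.

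Low counts pile up. In each library more genes had 3 or 4 counts than 1, 2 or 5, more genes had 6 or 7 counts than 5 or 8, and the ratio of genes with 4 counts to genes with 5 was at least 2.24. The test written before the data were examined spoke of counts gathered at multiples of one value, and the ratio was chosen after the pile-up was seen. This is consistent with a prepDE read length setting below the length sequenced, so that 1 fragment gives several counts. The read length is not known here, and the estimated counts would then overstate the number of fragments.

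Table S8 holds log2 fold changes almost equal to those of DESeq2 on the deposited counts, but other base means. For 146 of the 1996 matched genes (7.31%) the paper's base mean lies outside the range of the 6 libraries' normalized counts. The ratio of the paper's base mean to the one computed here ran from 0.601 to 3.79. A candidate explanation is a fit that included libraries beyond these 6, in which the log2 fold change of cKO over control would stay while base means and adjusted p-values move. The adjusted p of *Tnfsf4* is 2.53e-09 in the paper and 3.39e-59 with DESeq2 here. That of *H2-DMa* moved the other way, from 1.57e-29 in the paper to 5.16e-18 with DESeq2 here. The listed adjusted p was larger than that of DESeq2 here for 886 genes. No other source of the difference was tested.

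RNA of the ATF4 targets set was lower in cKO, with a median log2 fold change of −0.87 over 23 genes (adjusted p = 3.25e-05 from limma's camera test over 14 sets), lower for 16 and higher for 2 with an adjusted p under 0.05 from edgeR's test (17 and 2 adjusted over the set alone). With an R squared of 0.0046 across genes, the trend with GC content and length was weak, and removing it left a median of −0.854. The median was −0.868 with the *Xist* level as a covariate. The set differed by −0.0771 between the control libraries with the highest and lowest fibroblast marker level. 1 of the 10 splits, the real one, gave a median as far from 0. The paper lists RNA gene by gene in Table S8 and does not discuss this set. Reduced amino acid stress signaling in cKO cells may be one explanation, which RNA alone does not test. *Atf4* protein was not analysed here.

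All 20 genes of the cholesterol biosynthesis set had lower RNA in cKO with an adjusted p under 0.05 from edgeR's test, with a median log2 fold change of −0.917. It was −0.93 after removing the weak trend with GC content and length and −0.956 with the *Xist* level as a covariate. The set differed by −0.125 between the control libraries with the highest and lowest fibroblast marker level, and 1 of the 10 splits, the real one, gave a median as far from 0. The paper reports lower proteins of lipid biosynthesis (Fig. 4 H), and this set may show that part of that change is present in RNA.

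Genes carried beside the floxed *Eif3e* allele could differ between the groups by strain. Within 10 Mb of *Eif3e*, 10 of 41 tested genes passed both cutoffs (24.4%), against 21.1% elsewhere (two-sided Fisher's exact test, p = 0.568), so no excess was detectable.

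Among other subunits of eIF3 with lower protein in the paper, RNA did not move in 1 direction. *Eif3h* RNA was slightly lower too (adjusted p = 0.0455 from edgeR's test), and *Eif3c* RNA was higher. RNA of *Eif3l* and *Eif3d* did not differ detectably (adjusted p = 0.231 and 0.379 from edgeR's test). The paper's protein log2 ratios, turned to cKO over control, are −1.38 for *Eif3l*, −1.09 for *Eif3d*, −0.419 for *Eif3h* and −0.327 for *Eif3c*, where the RNA log2 fold changes were −0.0922, 0.0623, −0.121 and 0.323. *Eif3g* RNA was higher, with a log2 fold change of 0.91 (adjusted p = 1.92e-06 from edgeR's test).

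*Cd86* RNA fell to 36.6% of control. Among the 343 genes of Table S7, the residual correlated with the protein log2 ratio at a Pearson's r of 0.99 across genes, which were selected by that residual, so this shows little. The predicted values of Table S7 have a slope of 0.199 on the DESeq2 log2 fold changes, below the slope fitted here, and adding 47 Table S7 proteins absent from the copy of Table S6, a choice made after seeing the data, gave 0.306.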
